# Autism-like phenotypes and increased NMDAR2D expression in mice with KDM5B histone lysine demethylase deficiency

**DOI:** 10.1126/sciadv.adq6577

**Published:** 2026-05-20

**Authors:** Leticia Pérez-Sisqués, Shail U. Bhatt, Angela Caruso, Josephine L. Robb, Alex P. A. Donovan, Rosemary Bamford, Alejo Torres-Cano, Shoshana Spring, Eleanor Hendy, Talia E. Gileadi, Martyna Panasiuk, Jed Trengove, Neeru Jindal, Mohi U. Ahmed, Mara Sabbioni, Joyce Taylor-Papadimitriou, Diana Cash, Nicholas Clifton, Jacob Ellegood, Laura C. Andreae, Jason P. Lerch, Maria Luisa Scattoni, K. Peter Giese, Cathy Fernandes, M. Albert Basson

## Abstract

Loss-of-function mutations in genes encoding lysine demethylases specific for trimethylated lysine 4 of histone 3 (H3K4me3) are associated with neurodevelopmental conditions, including autism spectrum disorder (ASD) and intellectual disability (ID). To study the role of KDM5B (lysine demethylase 5B)–mediated H3K4me3 demethylation, we investigated neurodevelopmental phenotypes in mice without KDM5B demethylase activity. These mice exhibited autism-like behaviors and increased brain size. H3K4me3 levels and the expression of neurodevelopmental genes were increased in the developing *Kdm5b* mutant neocortex. Increased H3K4me3 levels at the promoter and associated expression of the *Grin2d* gene were associated with increased levels of *N*-methyl-d-aspartate receptor subunit 2D (NMDAR2D) protein in synaptosomes isolated from the early postnatal *Kdm5b*-deficient neocortex. Treating mice with the NMDAR antagonist memantine rescued deficits in ultrasonic vocalizations. These findings suggest that increased H3K4me3 levels and associated *Grin2d* gene up-regulation disrupt brain development and function, leading to socio-communication deficits and identify a potential therapeutic target for neurodevelopmental disorders associated with KDM5B deficiency.

## INTRODUCTION

Mutations and variants in >50 genes encoding proteins associated with chromatin are linked to neurodevelopmental disorders (*1*). Several of these factors function as regulators of chromatin modified by histone 3 lysine 4 trimethylation (H3K4me3), a posttranslational modification typically found at active gene promoters (*2*, *3*). As H3K4me3 is permissive for transcription and linked to transcriptional elongation and output (*4*), mutations in genes encoding histone methyltransferases that catalyze H3K4 methylation, or in genes encoding “reader” proteins that mediate downstream effects of H3K4me3, are predicted to be associated with reduced transcription (*5*, *6*). Examples include chromodomain helicase DNA-binding factor 8 (CHD8), an adenosine 5′-triphosphate–dependent chromatin remodeler recruited to H3K4me2/3, and lysine methyltransferase 2A (KMT2A, an H3K4 methyltransferase. Mutations of the *CHD8* or *KMT2A* genes cause defined syndromes characterized by autism spectrum disorder (ASD) with high penetrance (*7*–*14*). H3K4me2 levels were found to be reduced in a small set of brain samples from idiopathic ASD individuals and genetically defined ASD mouse models (*15*). Restoring normal H3K4me2 levels in these mouse models by treatment with H3K4-specific lysine demethylases rescued ASD-associated phenotypes, suggesting that the reduced H3K4me2 levels are responsible for these phenotypes (*15*).

Mutations in H3K4me3-specific demethylases of the lysine demethylase 5 (KDM5) family are also associated with ASD (*12*, *13*, *16*), suggesting that increased H3K4me3 and transcriptional output could also lead to ASD. A recent forward genetic study identified recessive *Kdm5a* mutations in mice with alterations in ultrasonic vocalization (USV) emissions and nest building phenotypes and further reported evidence for social, repetitive, and cognitive phenotypes in *Kdm5a^−/−^* mice (*17*). Hayek *et al.* further showed that individuals with recessive and heterozygous *KDM5A* mutations exhibited ASD, developmental delay, and intellectual disability (ID). Mutations in the X-linked KDM5C gene that either disrupt its demethylase activity, or keep enzymatic activity intact, cause the intellectual disability Claes-Jensen syndrome in males (*18*, *19*). Recessive mutations in *KDM5B* cause a human syndrome associated with developmental delay, ASD, ID, hypotonia, craniofacial, and limb abnormalities (*20*). In contrast to loss-of-function variants in genes such as *CHD8* that are associated with ASD at high penetrance, heterozygous *KDM5B* mutations associated with ASD and developmental delay are not fully penetrant and are often inherited from apparently unaffected parents (*13*, *16*, *21*–*24*). Many ASD-associated missense mutations in *KDM5B* map to the JumonjiN (JmjN), A-T rich interaction domain (ARID) and JumonjiC (JmjC) domains that form the catalytic domain of the protein, suggesting that changes in demethylase activity are associated with the neurodevelopmental phenotypes in these individuals (*16*). Two recent studies have found a significant association between *KDM5B* protein-truncating variants and attention deficit hyperactivity disorder (ADHD) (*25*, *26*), suggesting that *KDM5B* loss-of-function variants predispose to a number of neurodevelopmental disorders.

KDM5B is essential for normal development with homozygous loss-of-function mutations in mice resulting in embryonic or significant early postnatal lethality (*23*, *27*, *28*). Similar to *Drosophila Kdm5*, the lysine demethylase activity of KDM5B is not essential for embryonic development, as a homozygous mouse model that lacks this activity is viable and fertile with only a subtle mammary gland phenotype reported to date (*28*, *29*). These findings are consistent with the observation that H3K4me3 levels only become dysregulated in *Kdm5b*-deficient brain tissue after embryonic day 17.5 (E17.5) (*27*). The reason why *Kdm5b* deficiency has little effect on H3K4me3 levels in the brain in the midgestation embryo is not known, but the most likely possibility is compensation by other KDM5 family members.

In addition to mutations in genes encoding chromatin remodeling factors and synaptic proteins, de novo variants in genes encoding N-methyl-D-aspartate receptor (NMDAR) subunits have been identified in ASD probands, and both reduced and elevated NMDAR activity have been implicated in ASD (*30*, *31*). NMDARs are ligand-gated cation channels that mediate excitatory synaptic transmission (*32*). Increased NMDAR function during the early postnatal period [before postnatal day 21 (PND21)] has been reported in specific ASD rodent models, including a *Shank2^e6–7^* mutant and valproic acid (VPA) exposure model (*33*, *34*). The expression of the genes encoding NMDAR subunits is developmentally regulated. For instance, *Grin2d*, encoding the NMDAR2D subunit, is not expressed in the prenatal neocortex but is up-regulated early postnatally, with peak expression at PND7, whereafter expression declines (*35*). Treatment of *Shank2^e6–7^* mutant mice at the time of NMDAR overactivity (PND7 to PND21) with a noncompetitive NMDAR antagonist, memantine (*36*), rescued the sociability phenotype (*34*). Memantine treatment of adult *IRSp53* knockout mice was also able to restore social interactions but not a hyperactivity or adult USV phenotype (*37*). The NMDAR antagonist agmatine rescued the social, hyperactivity, and repetitive behavioral phenotypes in a VPA-exposed rat ASD model (*38*). Reduced NMDAR function has been linked to social deficits in *Shank3* mutant mice, and treatment with histone deacetylase inhibitors rescued these deficits and restored NMDAR expression and function (*39*, *40*).

To test whether dysregulation of the H3K4me3 demethylase activity of KDM5B is sufficient to cause ASD, we characterized mice that lack KDM5B demethylase activity (*29*). These mice were found to exhibit ASD-like behavioral phenotypes. Molecular studies revealed increased H3K4me3 levels and gene expression abnormalities in the early postnatal brain. These changes included an up-regulation of the NMDAR2D subunit, encoded by the *Grin2d* gene, in specific cell types. Treatment with memantine increased USV emission in pups and reduced excessive digging behavior in adult mice, suggesting that NMDAR hyperactivation may be responsible for ASD-like behavioral phenotypes.

## RESULTS

### KDM5B is an H3K4me3 demethylase in the developing neocortex

To study the function of the histone demethylase KDM5B and avoid complications due to embryonic or early postnatal lethality, we established a mouse line in which exons 2 to 4 were deleted, resulting in the truncation of the carboxyl end of the JmjN domain and deletion of the entire ARID domain (Fig. 1A). This mutation specifically disrupts the H3K4me3 demethylase activity of the protein, leaving the developmental functions of KDM5B required for embryonic development and postnatal survival intact (*28*, *29*). Albert *et al.* (*27*) have shown that *Kdm5b* deletion only affects H3K4me3 levels from late embryonic brain development, so we focused our analysis on postnatal stages.

**Fig. 1.**
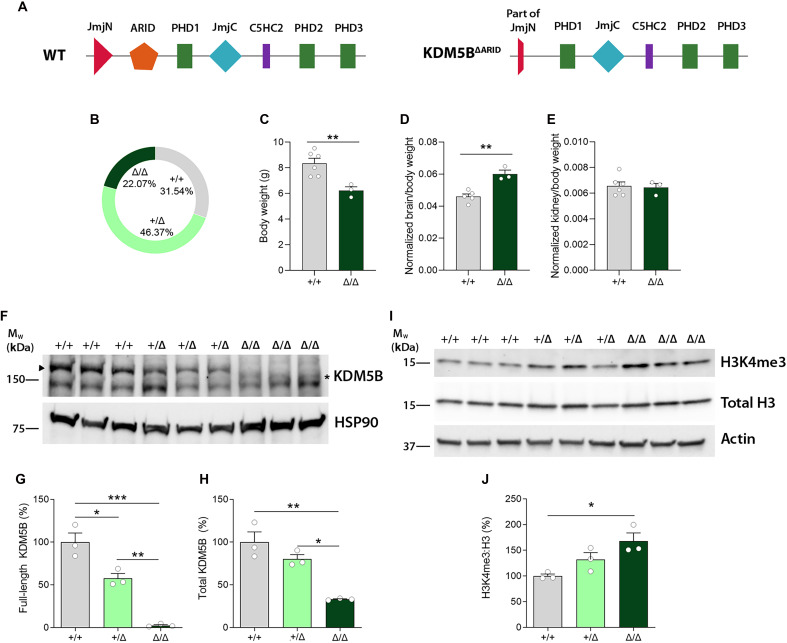
Developmental alterations and KDM5B expression in control and ΔARID mice. (**A**) Schematic representations of mouse KDM5B wild-type (WT) and ΔARID protein domains. Transgenic *Kdm5b* Δ*ARID* mice carry a deletion of the entire ARID domain and a truncation of the carboxyl end of the JmjN domain. (**B**) Genotyping frequencies show no statistically significant differences between genotypes (chi-square test) at PND21. (**C** to **E**) *Kdm5b* Δ*ARID* homozygous mice (*Kdm5b*^Δ/Δ^) exhibit decreased weight and increased brain-to-body weight ratios with no difference in kidney-to-body weight ratios. *N* = 5 to 6 +/+ and 3 Δ/Δ mice. (**F** to **H**) Estimation of full-length (G) and total (H); full-length and truncated) KDM5B protein expression by Western blot in neocortical samples extracted from PND5 animals. Heat shock protein 90 (HSP90) was used as loading control. Arrowhead, full-length KDM5B isoform; asterisk, truncated ΔARID protein. *M*_w_, molecular weight. (**I** and **J**) H3K4me3 and total H3 levels in WT, heterozygous, and ΔARID homozygous mice in neocortical samples extracted from PND5 animals. WT (+/+) and ΔARID heterozygous (+/Δ) and homozygous (Δ/Δ) mice. Data are shown as percentage versus WT average. *N* = 3 +/+ and 3 Δ/Δ mice. Data are shown as mean ± SEM and are analyzed with one-way analysis of variance (ANOVA), followed by Tukey’s multiple-comparison test. *P < 0.05, **P < 0.01, and ***P < 0.001.

Homozygous *Kdm5b*^Δ*ARID/*Δ*ARID*^ (*Kdm5b*^Δ*/*Δ^) mice on a C57BL/6J background were born within expected ratios from *KDM5B*^*+/*Δ^ intercrosses (+/+: 31.54%, +/Δ: 46.37%, Δ/Δ: 22.07%; *n* = 69, χ^2^ test, *P* = 0.6077) with no reduction in postnatal survival (Fig. 1B). When examined at PND12, homozygous mutant mice displayed decreased body weight compared to wild-type (WT) littermates, suggesting some effect on their ability to grow or thrive (Fig. 1C). At this stage, mutant mice exhibited increased brain-to-body weight ratios (Fig. 1D), while the relative size of other vital organs was not affected (Fig. 1E), suggesting specific neurodevelopmental functions for KDM5B.

To determine the effects of the ΔARID mutation on KDM5B protein in the brain, we visualized KDM5B by immunoblot in brain lysates. The shorter KDM5B ΔARID protein was detected in hippocampal and neocortical samples from PND5 control, *Kdm5b*^*+/*Δ^, and *Kdm5b*^Δ*/*Δ^ pups, with the expected reduced molecular weight (Fig. 1F). In line with previous results (*29*), full-length KDM5B protein was reduced by 50% in the neocortex of *Kdm5b*^*+/*Δ^ mice and absent in *Kdm5b*^Δ*/*Δ^ mice (Fig. 1, F and G). Total (full-length plus ΔARID) KDM5B protein levels were reduced in the neocortex of homozygous mice compared to WT littermates (Fig. 1, F and H). Thus, in addition to the reported lack of demethylase activity, our data suggest that the ΔARID protein is also slightly less stable than the full-length protein, although the possibility that the antibody is less efficient at detecting the mutant protein cannot be excluded.

The ΔARID protein lacks demethylase activity in in vitro assays (*29*). To determine whether KDM5B functions as an H3K4me3 demethylase in the developing brain, and whether steady-state H3K4me3 levels are altered in *KDM5B*^Δ*/*Δ^ mice, we compared H3K4me3 levels in brain tissue from WT, heterozygous, and homozygous mice. We detected a significant increase in H3K4me3 levels in neocortical samples from homozygous, but not heterozygous mice (Fig. 1, I and J).

### Autism-like behavioral phenotypes in *Kdm5b*^Δ*/*Δ^ mice

To determine whether a reduction in KDM5B levels and lack of KDM5B demethylase activity are sufficient to cause behavioral phenotypes in mice, we assessed sociocommunicative, repetitive, anxiety, and motor behaviors (Fig. 2A). Both male and female animals were tested (fig. S1), and data were combined when no significant sex differences were observed (Fig. 2). Homozygous pups emitted significantly fewer USVs upon separation from the mother (Fig. 2B). Homozygous adults exhibited no significant differences in social approach and social investigation compared to WT littermates in the social investigation and three-chamber tests, respectively (Fig. 2, C and D). In the marble burying test, a measure of repetitive behaviors, mutant mice buried marbles significantly faster than WT littermates, indicative of compulsive, repetitive digging behaviors (Fig. 2E). General locomotion and anxiety levels did not differ between genotypes in an open field arena (Fig. 2F and fig. S1, E and F). As further confirmation, no differences were found in the elevated plus maze (EPM) test (Fig. 2G), another test for anxiety. Homozygous mice showed reduced performance compared to WT animals in the accelerating rotarod task (Fig. 2H). *Kdm5b*^Δ*/*Δ^ mice exhibited reduced hindlimb grip strength (Fig. 2, I and J), which may have contributed to their poor performance on the rotarod test and is consistent with a report of hypotonia in an individual with recessive *KDM5B* mutations (*41*).

**Fig. 2.**
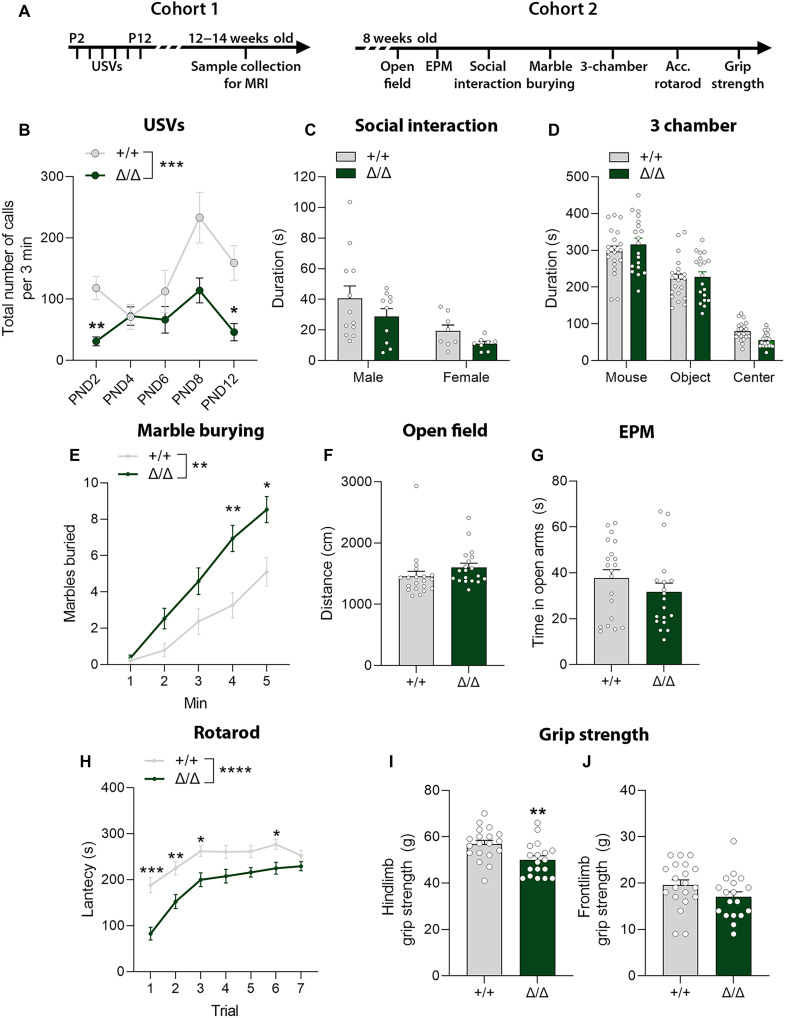
Behavioral assessment of *Kdm5b*^Δ/Δ^ mice. Behavioral assessment of a cohort of neonatal (B) (+/+ *N* = 3 males and 7 females; Δ/Δ *N* = 6 males and 6 females) and adult mice [(C) to (J)] (+/+ *n* = 11 to 12 males and 7 to 8 females; Δ/Δ *n* = 10 to 11 males and 6 to 8 females). (**A**) Experimental time course. Different cohorts were used for experiments with neonatal and adult mice. (**B**) Total number of USVs during 3 min of testing sessions on indicated PNDs. Repeated-measures two-way ANOVA interaction: *F*_4,80_ = 2.866, *P = 0.0284; genotype effect: *F*_1,20_ = 15.03, ***P = 0.0009. (**C**) Duration, in seconds, of social investigation, defined as total duration of sniffing above the shoulders of a conspecific mouse. Two-way ANOVA sex effect: *F*_1,34_ = 9.785, **P = 0.0036. (**D**) Time spent, in seconds, in each chamber in the three-chamber sociability test. (**E**) Number of marbles buried during a 5-min test. Repeated-measures two-way ANOVA interaction: *F*_4,136_ = 5.894, ****P = 0.0002; genotype effect: *F*_1,34_ = 11.08, **P = 0.0021. (**F**) Distance traveled in the outer area of an open field arena during a 5-min test. (**G**) Time spent in the open arms of the EPM is shown. (**H**) Mean latency of mice to fall from the accelerating rotarod during seven trials in 1 day. Repeated-measures two-way ANOVA interaction: *F*_6,222_ = 2.944, **P = 0.0088; genotype effect: *F*_1,37_ = 21.54, ****P < 0.0001. (**I** and **J**) Hind- and frontlimb grip strength measurements. Data are shown as mean ± SEM and were analyzed with two-way ANOVA [(C) and (D)], repeated-measures ANOVA [(B), (E), and (H)] followed by Šidák’s post hoc test, and Student’s *t* test [(F), (G), (I), and (J)]. *P < 0.05, **P < 0.01, and ***P < 0.001. Acc. rotarod, accelerating rotarod.

### Structural brain anomalies associated with KDM5B deficiency

Intact brains were collected from the mice that underwent USV phenotyping (Fig. 2A). Structural magnetic resonance imaging (MRI) was performed to identify changes in absolute and relative volumes. We assessed 290 brain regions with divisions across the cortex, subcortical areas, cerebellum, brain stem, ventricular systems, and fiber tracts (see tables S1 to S4 for full results). A 4.2% (±1.06%) increase in brain volume was detected in homozygous mutant animals (Fig. 3A). Moreover, absolute volumes for the fiber tracts and the ventricular systems were also increased in *Kdm5b*^Δ*/*Δ^ mice (6.02 ± 0.62 and 15.23 ± 10.47, respectively) (Fig. 3, B and C). Alterations within the fiber tracts included the anterior commissure (temporal limb) and the corticospinal tract. Mutant mice showed increases in volume across cortical areas such as the anterior olfactory nucleus, the endopiriform nucleus, the taenia tecta, the infralimbic area, the primary somatosensory area associated to the nose, and the dorsal auditory area (11.28 ± 1.9, 8.57 ± 2.04, 8.84 ± 1.56, 11.17 ± 0.36, 7.39 ± 3.06, and 9.34 ± 0.61% increases, respectively) (Fig. 3G and tables S1 and S3). *Kdm5b*^Δ*/*Δ^ mice also showed robust increases in volume in cerebral nuclei such as the striatum (+7.52 ± 1.52%), dorsal pallidum (+9.04 ± 3.38%), lateral septum (+7.32 ± 0.43%), the thalamus (+5.54 ± 1.77%), and in the cerebellar nodular lobe (+15.67 ± 2.07%) (Fig. 3G and tables S1 and S3).

**Fig. 3.**
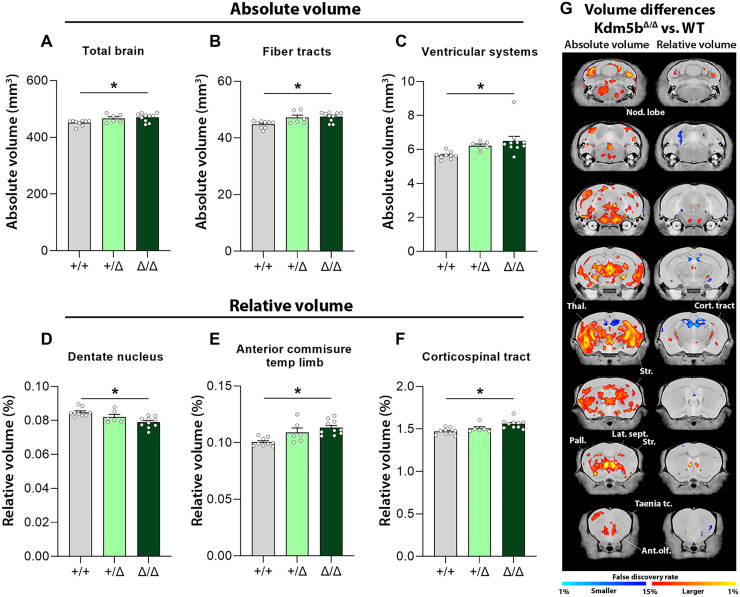
*Kdm5b*^Δ/Δ^ mutant mice display megalencephaly and altered regional volume of different brain areas. (**A** to **C**) MRI analysis revealed significant increases in absolute brain size together with increased regional volume of different brain areas such as the fiber tracts and the ventricular systems. (**D** to **F**) Correction for absolute brain volume revealed significant changes in volume in the dentate nucleus, corticospinal tract, and anterior commissure of the temporal limb. (**G**) Voxel-wise differences in volume (absolute, left; relative, right) between WT and *Kdm5b*^Δ/Δ^ mutant littermates. Data are shown as mean ± SEM. Multiple comparisons (all brain regions) were controlled for using the false discovery rate (FDR) (see tables S1 to S4). *FDR < 0.05. *N* = 9 +/+, 5 +/Δ, and 10 Δ/Δ animals. Nod. lobe, cerebellar nodular lobe; Thal., thalamus; Cort. tract, corticospinal tract; Str., striatum; Pall., pallidum; Lat. Sep., lateral septum; Taenia tc., taenia tecta; Ant. olf., anterior olfactory nucleus.

After correction for total brain volume, relative volumes were significantly reduced in the dentate nucleus (−6.84 ± 0.9%) but still significantly larger in the anterior commissure of the temporal limb (+12.64 ± 2.18%) and in the corticospinal tract (+6.16 ± 0.68%) (Fig. 3, D to F). Voxel-wise differences showed similar trends (Fig. 3G). We did not detect significant differences between WT and heterozygous animals in either absolute or relative volumes, although similar trends were apparent compared to homozygotes (fig. S2 and tables S2 and S4). Accordingly, brain volume negatively correlated with WT *Kdm5b* copy number (fig. S2, B to G).

### KDM5B regulates the expression of neurodevelopmental genes

The increased H3K4me3 observed in the PND5 neocortex of *Kdm5b*^Δ/Δ^ mice (Fig. 1G) is predicted to result in increased gene expression. To test this hypothesis, we compared gene expression in *Kdm5b*^Δ/Δ^ and WT PND5 neocortical and hippocampal tissues by RNA sequencing (RNA-seq) (tables S5 and S6). This analysis identified 156 differentially expressed genes [DEGs; log fold change > 0.26; false discovery rate (FDR) < 0.05] in the neocortex (Fig. 4A) and 118 DEGs in the hippocampus (Fig. 4F). 

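RNA from the neocortex and the hippocampus of *Kdm5b*Δ/Δ and WT mice at postnatal day 5 was sequenced in 16 libraries. Each genotype was represented by 4 libraries per tissue, 2 from males and 2 from females. The authors aligned paired reads to the mouse genome (mm10) with RNA STAR 2.7.8a and counted them per gene with featureCounts 2.0.1. The deposited values are whole-number counts per gene that were not normalized. They cover 27179 genes given by NCBI Gene ID, of which 25275 were matched to a symbol and a position on GRCm38. The paper and the sample labels name different Illumina instruments. Total counts per library were 75359050 to 85942426 in the WT neocortex and 63779686 to 84910151 in the mutant neocortex. In the hippocampus, they were 59423511 to 87344066 in WT mice and 59721600 to 81678886 in mutants. Of the counts from 1 to 20 in a library, 67.4% to 74.1% were even, as results when both mates of most read pairs are counted. The number of sequenced fragments therefore lies below these totals. The 10 genes with the most counts took 3.98% to 5.81% of a library. In all 24 pairs of replicates, the counts differed by more than the sampling noise. The chi-square per degree of freedom was 10.6 to 199.8 over genes with a summed count of at least 20 in the pair.

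For the values given here, each tissue was analyzed alone with edgeR's quasi-likelihood test after TMM normalization, and p values were adjusted by the Benjamini-Hochberg method. The test covered 17488 genes in the neocortex and 17684 in the hippocampus that passed edgeR's filter on low expression. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change over 0.263, which are the thresholds of the paper's methods. The paper used DESeq2 for this step. In counts simulated from the neocortical libraries, the edgeR test recovered 40.3% of 67 genes changed 1.5-fold and 72.7% of 66 genes changed 2-fold, with 5 false calls among 17456 genes. In counts simulated from the hippocampal libraries, it recovered 56.7% and 78.8% of them, with 8 false calls among 17680 genes. Expression levels are given as CPM, the count relative to the library's TMM-scaled total. The targeted gene *Kdm5b* (NCBI Gene ID 75605) lies on chromosome 1 of GRCm38 from 134560178 to 134632878. In the neocortex, it reached 127 ± 23.1 CPM in WT mice and 119.8 ± 5.72 CPM in mutants (SD, n = 4 each). This is a log2 fold change of -0.08 (standard error 0.12, adjusted p = 0.917 from edgeR's quasi-likelihood test). In the hippocampus, *Kdm5b* reached 129 ± 8.43 CPM in WT mice and 123 ± 7.83 CPM in mutants (SD, n = 4 each), a log2 fold change of -0.06 (standard error 0.06, adjusted p = 0.840 from the same test). In the neocortex, WT replicate 2 was at 93.7 CPM of *Kdm5b*, below every mutant (115 to 128), and the other WT libraries, at 131 to 147, lay above every mutant. Over 18 alternative fits there, its log2 fold change ranged from -0.21 to -0.00736 and the lowest adjusted p was 0.0237. It passed both thresholds in none of them. The counts are per gene and not per exon, so the exons that the Δ allele lacks cannot be told from the rest of *Kdm5b*, and its level does not check the genotype of a library.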

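In the neocortex, 29 genes passed both thresholds, and in the hippocampus 24 genes did. For each of these 29 and 24 genes, all 4 mutant libraries lay beyond all 4 WT libraries. This held for 6.36% of all neocortical and 4.57% of all hippocampal genes tested, where chance gives 2.86%. At an unadjusted p under 0.05, edgeR gave 1395 and 1418 genes. With the replicate number as a block in edgeR, 5 genes were called in the neocortex, 4 of them among the 29, and 18 in the hippocampus, 16 of them among the 24. The number of genes called depended on single libraries. In the neocortex, 746 genes were called without WT replicate 2. Between 4 and 11 genes were called without any 1 of the other 7 libraries: 7 without WT replicate 1, 8 without WT replicate 3, 8 without WT replicate 4, 7 without mutant replicate 1, 5 without mutant replicate 2, 11 without mutant replicate 3 and 4 without mutant replicate 4. In the hippocampus, 8 genes were called without WT replicate 3, 8 without WT replicate 4 and 15 without mutant replicate 1, and between 16 and 35 without any 1 of the other 5.

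*Stat6* (NCBI Gene ID 20852), on chromosome 10 of GRCm38 from 127642955 to 127660987, was higher in the mutant neocortex, at 13.4 ± 0.755 CPM against 6.94 ± 0.495 in WT mice (SD, n = 4 each). Its log2 fold change was 0.95 (standard error 0.09, adjusted p = 0.00494 from edgeR's quasi-likelihood test). *Tdrd1* (NCBI Gene ID 83561), on chromosome 19 from 56826171 to 56870012, fell to 2.32 ± 0.205 CPM in the mutant neocortex from 4.96 ± 0.631 in WT mice, a log2 fold change of -1.10 (standard error 0.13, adjusted p = 0.0148 from the same test). *Stat6* was called without any 1 of the 8 neocortical libraries. *Tdrd1* was called only without WT replicate 2 or without WT replicate 4, and its adjusted p without 1 library ranged from 6.43e-04 to 0.0681. With the block it was not called either (adjusted p = 0.0822).

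In the hippocampus, *Ptprv* (NCBI Gene ID 13924), on chromosome 1 from 135108498 to 135132575, fell to 0.413 ± 0.0703 CPM in mutants from 1.5 ± 0.200 in WT mice (SD, n = 4 each). This is a log2 fold change of -1.86 (standard error 0.22, adjusted p = 0.00919 from edgeR's quasi-likelihood test). *Ndn* (NCBI Gene ID 17984), on chromosome 7 from 62348277 to 62349928, was among the more highly expressed genes called, at 507 ± 30.2 CPM in mutants and 298 ± 50.7 in WT mice, a log2 fold change of 0.77 (standard error 0.10, adjusted p = 0.0138 from the same test). *Ptprv* lies 0.476 Mb from *Kdm5b*, near which several called genes lie. It was called without any 1 of the 8 hippocampal libraries, and *Ndn* was not called without WT replicate 4 (log2 fold change 0.72, adjusted p = 0.0907). *Xlr3a* on chromosome X had a log2 fold change of 3.34 (standard error 0.49, adjusted p = 0.0230 from the same test), and it was not called in 5 of 17 alternatives (adjusted p up to 0.132). It belongs to a family of near-identical genes that share reads, so its count is uncertain. The same holds for *Pcdhga9* and *Pcdhga2*, 2 genes of the protocadherin gamma cluster on chromosome 18 with overlapping exons, whose log2 fold changes were 0.85 (standard error 0.10) and 0.77 (standard error 0.10); *Pcdhga2* was not called in 3 of 18 alternatives (adjusted p up to 0.208).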

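The direction of the changes was counted over the differentially expressed genes of each tissue. In the neocortex, 25 of the 29 genes were higher in *Kdm5b*Δ/Δ mice and 4 were lower, a share of 86.2% that was up-regulated (exact Clopper-Pearson 95% interval 68.3% to 96.1%). In the hippocampus, 20 of the 24 genes were higher and 4 were lower, a share of 83.3% (interval 62.6% to 95.3%). The intervals cover counting error only, since genes are not independent of each other. Of all genes with an unadjusted p under 0.05 from edgeR, 991 were higher in the mutant neocortex and 862 in the mutant hippocampus. Over all genes tested, 49.5% in the neocortex and 48.7% in the hippocampus had a positive log2 fold change, a balance that the normalization sets. Without neocortical WT replicate 4, the share of called genes that were higher was 62.5%. Without hippocampal WT replicate 2, WT replicate 3 or WT replicate 4, it was 54.3%, 62.5% and 50%, respectively. The paper predicts increased gene expression from the increased H3K4me3 in the mutant neocortex (Fig. 1G) and sets the direction of the expression changes against this prediction.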

The transcriptomic differences between the two genotypes were visualized in volcano plots and heatmaps, where the majority of transcripts were up-regulated in *Kdm5b*^Δ*/*Δ^ mice, both in the neocortex (Fig. 4, A and B) (88%) and hippocampus (Fig. 4, F and G) (85%), in support of our hypothesis. Fourty-four of the DEGs were shared between the neocortex and the hippocampus (fig. S4 and tables S9 and S10).

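Of the genes called here, 12 were called in both tissues, 9 of them higher and 3 lower in mutants of either tissue. Independent lists of these lengths over the 17189 genes tested in both tissues would share 0.0291 higher and 9.31e-04 lower genes. No p value was computed for this overlap, since the tissues may come from the same mice. The shared genes were *Adamts4*, *Chil1*, *Dynlt1b*, *Gm14403*, *Gm16702*, *Klc3*, *Mcm6*, *Prkcd*, *Ren1*, *Slc5a5*, *Tmem181b-ps* and *Zfp984*. *Slc5a5* (NCBI Gene ID 114479), on chromosome 8 of GRCm38 from 70882885 to 70892785, rose from 6.62 ± 0.980 CPM in WT mice to 14.1 ± 0.855 in mutants in the neocortex and from 6.01 ± 0.419 to 13.0 ± 1.09 in the hippocampus (SD, n = 4 each). Its log2 fold changes were 1.09 (standard error 0.12, adjusted p = 0.00918) and 1.11 (standard error 0.10, adjusted p = 5.84e-04) from edgeR's quasi-likelihood test. *Prkcd* (NCBI Gene ID 18753), on chromosome 14 from 30595353 to 30626414, had log2 fold changes of 0.62 (standard error 0.06, adjusted p = 0.00497) and 0.42 (standard error 0.05, adjusted p = 0.00919) from the same test. *Ren1* (NCBI Gene ID 19701), on chromosome 1 from 133350674 to 133360320, had the largest log2 fold changes of the shared genes, 3.87 (standard error 0.43) and 3.56 (standard error 0.30), at a low level of 1.55 ± 0.349 and 2.81 ± 0.393 CPM in mutants. In the neocortex, *Slc5a5* was not called without mutant replicate 2 or mutant replicate 4 (adjusted p up to 0.0630), and *Ren1* was not called without WT replicate 3, mutant replicate 2 or mutant replicate 4 (adjusted p up to 0.0649). With the replicate number as a block, neither *Slc5a5* nor *Prkcd* was called there (adjusted p = 0.0654 for both). In the hippocampus, *Prkcd* was not called without WT replicate 3 or WT replicate 4 (adjusted p up to 0.0520 from edgeR). *Ren1* lies 1.2 Mb and *Chil1* 0.370 Mb from *Kdm5b*. *Dynlt1b*, *Tmem181b-ps* and *Gm14403* have near-identical copies in the genome, so their counts are uncertain. The number of shared genes was 2 with the replicate number as a block and 21 without neocortical WT replicate 2. It was 2 to 6 without any 1 of the other 7 neocortical libraries, 4 without hippocampal WT replicate 3 and 5 without hippocampal WT replicate 4, and 8 to 11 without any 1 of the other 6 hippocampal libraries.

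Of the 17 genes called in the neocortex only, 16 had the same sign in the hippocampus, and of the 12 called in the hippocampus only, 11 had the same sign in the neocortex. Of the genes called in neither tissue, 63.0% had the same sign in both, which is the rate without a call. No p value was computed for this, for the reason given above. The difference between the tissues was tested with an interaction term of genotype and tissue over 17595 genes in all 16 libraries. In edgeR, 1 gene passed an adjusted p of 0.05 (*Ptprv*, log2 difference of hippocampus minus neocortex -3.83, standard error 0.44, adjusted p = 0.00214), and 616 genes had an unadjusted p under 0.05. The same interaction called 3 genes in DESeq2 (*Ptprv*, *Sqor* and *Tagln2*). Without neocortical WT replicate 2, edgeR called 2 genes, *Ptprv* and *Lgals1*. With at least 10 counts in every sample required, *Ptprv* was not tested and 0 genes passed. With the replicate number as a block, *Ptprv* did not pass either (adjusted p = 0.0513). With all 16 libraries in edgeR, a call in 1 tissue alone was therefore not shown to be a difference between tissues for any other gene. In simulated counts, this test recovered 19.4% of 67 genes changed 1.5-fold in 1 tissue and 57.6% of 66 changed 2-fold, so it can miss differences.

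**Figure D1:**
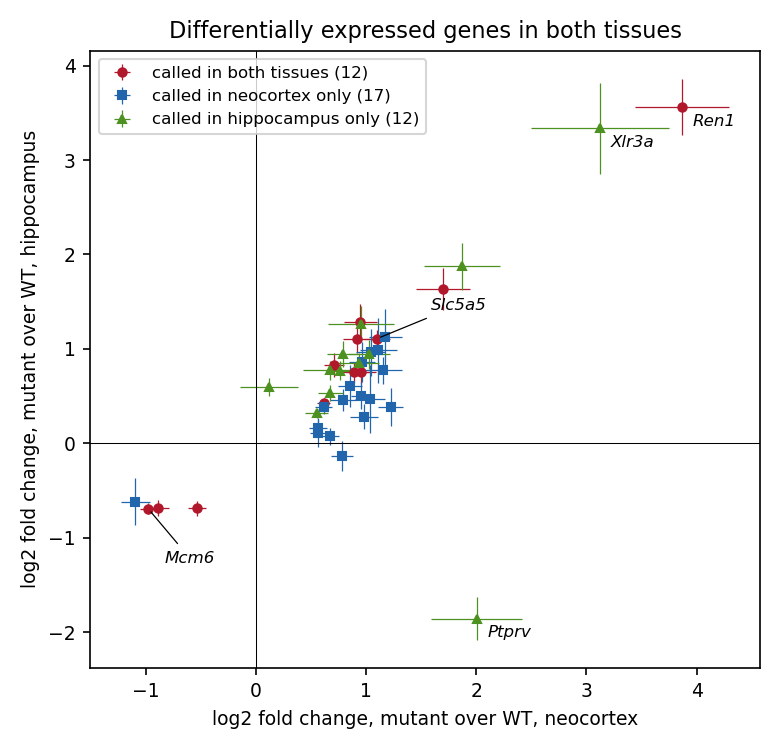
Log2 fold change of mutant over WT in the neocortex (horizontal axis) and in the hippocampus (vertical axis) for each gene called in either tissue, with its standard error as bars (4 mice per genotype and tissue). The 12 genes called in both tissues lie on the same side of 0 in both, and *Ptprv* lies right of 0 in the neocortex, at 2.00, and below 0 in the hippocampus.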

**Fig. 4.**
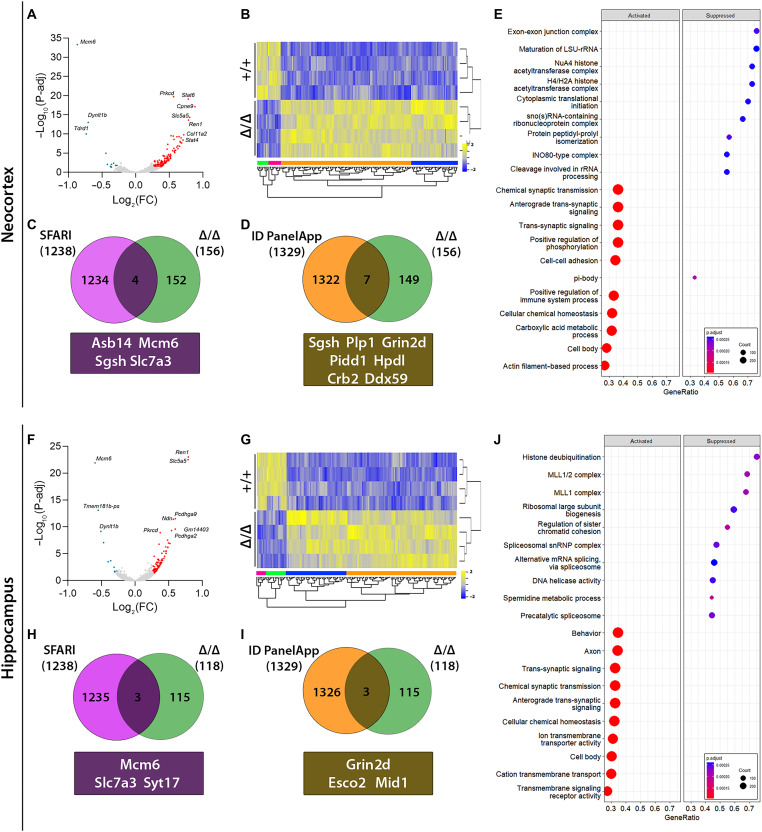
Gene expression changes in PND5 *Kdm5b*^Δ/Δ^ neocortex and hippocampus determined by RNA-seq. (**A** and **F**) Volcano plot displaying gene expression changes detected by DESeq2 in neocortex (A) and hippocampus (F). Each point represents an individual gene, and all DEGs (FDR < 0.05) are highlighted in red (up-regulated) or blue (down-regulated). The top 10 DEGs are labeled next to their corresponding position. *N* = 4 mice per genotype, 2 males and 2 females. FC, fold change. (**B** and **G**) Heatmap of sequenced genes in neocortical (B) and hippocampal (G) samples. Yellow: up-regulated; blue: down-regulated. (**C** and **H**) Venn diagrams showing the extent of overlap between DEGs (FDR < 0.05), and ASD-associated genes obtained from the SFARI Gene database. The overlapping genes are shown below the diagram. (**D** and **I**) Venn diagrams showing the extent of overlap between DEGs (FDR < 0.05), and ID-associated genes obtained from the Genomics England PanelApp intellectual disability database. The overlapping genes are shown below the diagram. (**E** and **J**) Gene set enrichment analyses in the neocortex (E) and hippocampus (J) with the top 10 most significant Gene Ontology (GO) terms for both up-regulated (activated) and down-regulated (suppressed) genes.

Gene set enrichment analyses were performed to identify potential biological functions affected in *Kdm5b*^Δ/Δ^ mutants. This analysis identified a significant increase in synaptic signaling processes, in both neocortical and hippocampal datasets, together with a significant overall decrease in genes related to histone complexes and RNA processing (Fig. 4, E and J). 

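Gene Ontology terms were not used here. In their place, 40 lists of genes written before the data were examined, 23 of functional groups and 17 of cell type markers, and the paper's list of SFARI genes were tested with camera, which compares a list with all other genes tested. The lists on histone complexes and RNA processing were chosen from the terms in Fig. 4. Those lists, and the ones on protocadherins, germline genes, imprinted genes, collagens and interferon, were written after the paper's figure and tables had been read. The paper's calls come from these same libraries, so a pass of such a list is not independent support. With camera's preset correlation of 0.01, 21 of the 41 lists passed an adjusted p of 0.05 in the neocortex, 13 toward higher and 8 toward lower expression in mutants. In the hippocampus, 19 of the 41 lists passed, 11 higher and 8 lower. Other groupings of the same libraries also passed many lists at this correlation (closing section), so a pass here does not by itself point to genotype. With a correlation estimated from the libraries, no list passed in either tissue, and the lowest adjusted p was 0.307 in the neocortex and 0.604 in the hippocampus. At an unadjusted p under 0.05, that test gave 5 lists in the neocortex and 1 in the hippocampus. By fry, which tests whether the genes of a list move on balance one way, 2 lists passed in the neocortex and 0 in the hippocampus. By its mixed test, which asks for changes in either direction, 10 and 6 lists passed.

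Of 48 genes in the list on synaptic vesicle and presynaptic release, 42 were higher in the mutant neocortex (median log2 fold change 0.08, adjusted p = 0.00189 from camera) and 38 in the mutant hippocampus (median 0.06, adjusted p = 0.00314). Of 43 genes in the list on postsynaptic scaffold and plasticity, 36 were higher in the neocortex (median 0.05, adjusted p = 0.0389) and 39 in the hippocampus (median 0.06, adjusted p = 0.00407). With an estimated correlation, neither list passed (adjusted p = 0.497 and 0.810 in the neocortex, and 0.604 and 0.614 in the hippocampus). None of these synaptic genes was called alone in either tissue, over all genes tested or adjusted over the list alone. The shifts of single genes were small. *Nrgn* in the hippocampus went from 794 ± 35.9 to 897 ± 49.7 CPM (SD, n = 4 each), a log2 fold change of 0.18 (standard error 0.06, adjusted p = 0.434 from edgeR's quasi-likelihood test). Without neocortical WT replicate 2, the list on synaptic vesicle and presynaptic release no longer passed in the neocortex (adjusted p = 0.353), and the list on postsynaptic scaffold and plasticity turned toward lower expression (adjusted p = 0.320). The latter list also failed in the neocortex without mutant replicate 1 (adjusted p = 0.257), mutant replicate 2 (0.0873) or mutant replicate 3 (0.156). In the hippocampus, the list on synaptic vesicle and presynaptic release failed without WT replicate 2 (adjusted p = 0.0878) or mutant replicate 3 (0.0695), and the list on postsynaptic scaffold and plasticity failed without WT replicate 2 (0.234) or mutant replicate 1 (0.0985).

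Among the histone complexes, 15 of 18 genes of the NuA4 histone acetyltransferase complex were lower in the mutant neocortex (median log2 fold change -0.08, adjusted p = 0.00675 from camera) and 12 of 18 in the hippocampus (median -0.05, adjusted p = 0.0621, not passed). For the MLL1/2 H3K4 methyltransferase complexes, 13 of 19 genes were lower in the neocortex (median -0.02, adjusted p = 0.519) and 17 of 19 in the hippocampus (median -0.04, adjusted p = 0.0621). Among the lists on RNA processing, all 17 genes of the exon junction complex were lower in the neocortex (median -0.09, adjusted p = 0.00189) and 14 of 17 in the hippocampus (median -0.04, adjusted p = 0.0186). For the spliceosomal snRNP proteins, 39 of 44 genes were lower in the neocortex (median -0.09, adjusted p = 3.54e-04) and 34 of 44 in the hippocampus (median -0.03, adjusted p = 0.00700). Of 36 genes of large ribosomal subunit biogenesis, 30 were lower in the neocortex (median -0.09, adjusted p = 8.01e-05) and 31 in the hippocampus (median -0.06, adjusted p = 0.00145). With an estimated correlation, none of these lists passed in either tissue (adjusted p of 0.388 or more in the neocortex, and 0.604 or more in the hippocampus). No gene of these lists was called alone, over all genes tested or adjusted over the list alone. None of the lists named here that had passed in the neocortex passed there without WT replicate 2: the adjusted p was 0.109 for the NuA4 histone acetyltransferase complex, 0.187 for the exon junction complex, 0.382 for the spliceosomal snRNP proteins and 0.0892 for large ribosomal subunit biogenesis. The MLL1/2 H3K4 methyltransferase complexes passed toward lower expression without that library (adjusted p = 0.00958). In the hippocampus without WT replicate 2, the adjusted p was 0.0850 for the exon junction complex, 0.388 for the spliceosomal snRNP proteins, 0.508 for the NuA4 histone acetyltransferase complex and 0.0126 for the MLL1/2 H3K4 methyltransferase complexes. The exon junction complex also failed there without WT replicate 1 (0.0592), WT replicate 4 (0.0538) or mutant replicate 1 (0.0915). The MLL1/2 H3K4 methyltransferase complexes passed without mutant replicate 1 (0.0351), and the NuA4 histone acetyltransferase complex passed without WT replicate 1 (0.0250) or WT replicate 3 (0.0333).

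The list with the smallest p in the neocortex was that of fibrillar and other collagens and extracellular matrix. Of its 33 genes, 29 were higher (median log2 fold change 0.34, adjusted p = 2.81e-15 from camera, and 0.307 with an estimated correlation). It was written after the paper's called genes from these libraries had been seen, so its p values are not an independent test. Over all genes tested, 3 of its genes were called (*Col11a2*, *Col6a2* and *Thbs2*), and 14 when adjusted over the list alone. Of 18 alternatives, *Col11a2* was not called in 7 (adjusted p up to 0.0822), *Col6a2* in 7 (up to 0.0835) and *Thbs2* in 9 (up to 0.130). In the hippocampus, 15 of 33 were higher (median -0.05, adjusted p = 0.217), and that list passed toward lower expression without WT replicate 2 (0.0299) or mutant replicate 4 (3.10e-04). Markers of cells that express collagens moved as well. All 14 meningeal fibroblast markers were higher in the neocortex (median 0.38, adjusted p = 4.45e-04 from camera), and 13 of 14 were lower in the hippocampus (median -0.62, adjusted p = 9.80e-05), where their mean log2 deviation was -0.93, -0.69 and -1.01 in mutant replicates 1 to 3 and 0.0128 in mutant replicate 4. The genotypes overlapped in both tissues: hippocampal WT replicate 2 was at -0.88, against 0.20 to 0.45 in the other WT libraries, and neocortical WT replicate 2 was at 0.62, above 3 of the 4 mutants. That list passed without any 1 of the libraries of either tissue. Of 11 pericyte and mural cell markers, 10 were higher in the neocortex (median 0.18, adjusted p = 0.0389), a result that failed without WT replicate 2 (0.143), WT replicate 4 (0.134), mutant replicate 1 (0.194) or mutant replicate 4 (0.106), and 7 were higher in the hippocampus (adjusted p = 0.924). The change of the collagen list was not separated from a change in the share of such cells in the tissue. In its single-nucleus data from the neocortex, the paper found no significant change in cell type proportions. Of the 14 meningeal fibroblast markers, 6 are also in another list. The list of astrocyte markers had 13 of 14 genes higher in the neocortex (median 0.26, adjusted p = 3.80e-06) and 13 of 14 in the hippocampus (median 0.14, adjusted p = 0.00187). The list of oligodendrocyte and myelin genes had 14 of 17 higher in the neocortex (median 0.35, adjusted p = 4.36e-05) and 13 of 17 in the hippocampus (median 0.38, adjusted p = 0.00145). For this list, the genotypes overlapped in both tissues. In the hippocampus, its mean log2 deviation was 0.14, 0.41, 0.04 and 0.77 in mutant replicates 1 to 4, against 0.39 in WT replicate 1. In the neocortex, mutant replicate 3 was at 0.0673, below WT replicate 2 at 0.0806. Astrocyte markers overlapped in the hippocampus, at 0.10, 0.08, -0.03 and 0.22 in mutant replicates 1 to 4, against 0.13 in WT replicate 1. With an estimated correlation, the adjusted p in the neocortex was 0.307 for the collagen list, 0.388 for astrocytes, 0.497 for oligodendrocytes and for pericytes and 0.536 for meningeal fibroblasts, and none of these passed in the hippocampus (0.604 or more). Other cell type lists rose with these at the preset correlation and also did not pass with an estimated one. In the neocortex, these were microglia (15 of 15 genes higher, median 0.22, adjusted p = 4.70e-04), oligodendrocyte precursors (9 of 11, median 0.21), erythrocytes (6 of 6, median 0.62) and thalamic neurons (10 of 12, median 0.13), the latter 3 with an adjusted p of 0.00372. Without WT replicate 2, the precursors (0.136) and erythrocytes (0.0795) failed. The genotypes overlapped for neocortical microglia markers, with a mean log2 deviation of 0.0218 in mutant replicate 3 and 0.21 in WT replicate 2. In the hippocampus, they were ependymal and ciliated cells (10 of 10, median 0.45, adjusted p = 0.00154), oligodendrocyte precursors (10 of 11, median 0.15, adjusted p = 0.00154), microglia (13 of 15, median 0.08, adjusted p = 0.00992) and erythrocytes (6 of 6, median 0.47, adjusted p = 0.0391). Ependymal and ciliated markers had a mean log2 deviation of 1.13 in mutant replicate 4, against 0.34, 0.47 and -0.07 in mutant replicates 1 to 3. WT replicate 2 was at 0.43. Mutant replicate 4 also had choroid plexus markers at 4.19, a list with 12 of 12 genes higher that did not pass (adjusted p = 0.0729 from camera). In the hippocampus, microglia failed without WT replicate 2 (0.228), WT replicate 4 (0.0540) or mutant replicate 4 (0.138), and erythrocytes without any 1 library except WT replicate 3 and mutant replicate 1 (up to 0.230), or with the trend with transcript length removed. In the oligodendrocyte and myelin list, 1 gene was called higher in the neocortex over all genes tested (*Mag*) and 9 higher and 1 lower when adjusted over the list alone. *Mag* was not called in 10 of 18 alternatives (adjusted p up to 0.191). In the hippocampus, 0 genes were called over all genes tested and 8 were higher when adjusted over the list alone. With the preset correlation, the astrocyte list and the oligodendrocyte and myelin list passed without any 1 of the libraries of either tissue, and the collagen list without any 1 neocortical library. Without WT replicate 2, the number of lists that passed was 10 in the neocortex and 11 in the hippocampus.

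**Figure D2:**
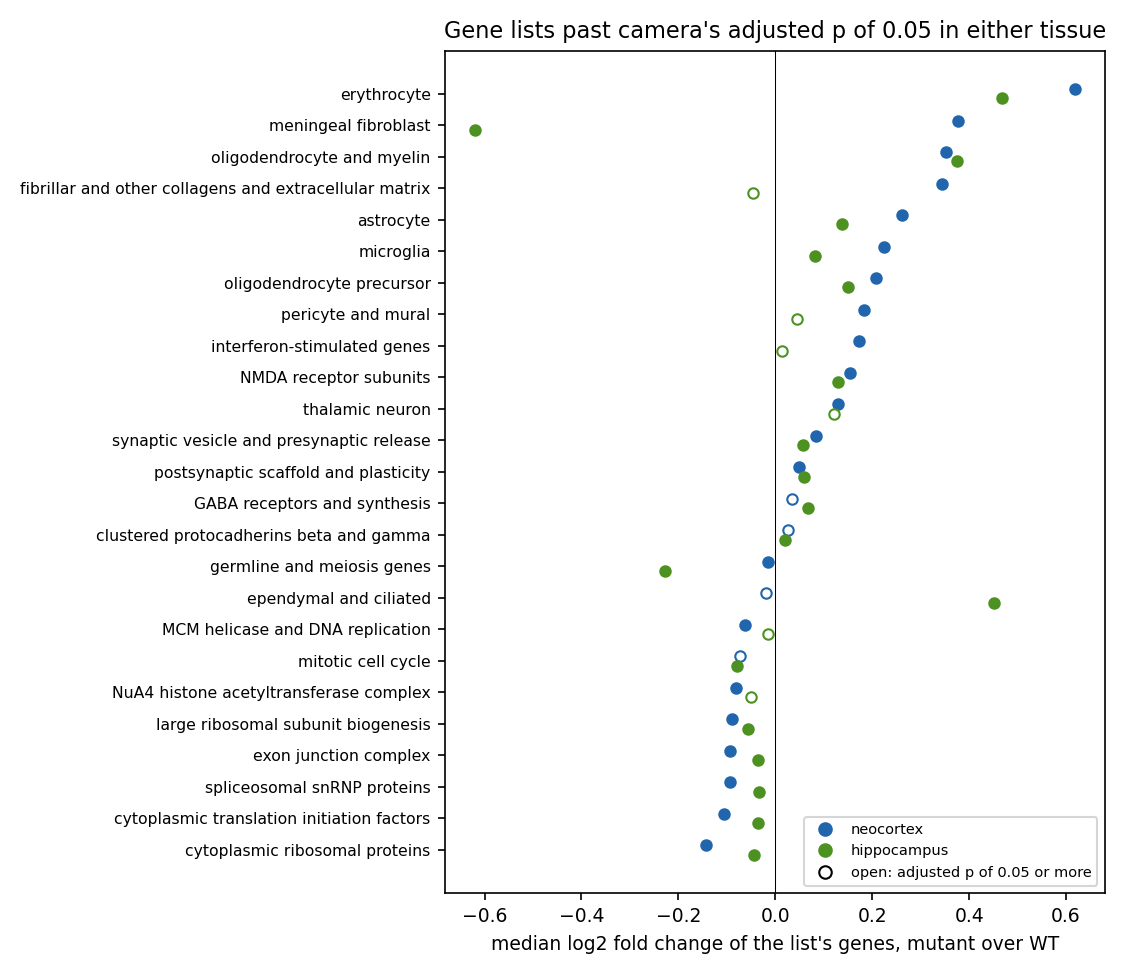
Median log2 fold change of mutant over WT over the genes of each list (horizontal axis, points), for the lists that passed camera's adjusted p of 0.05 in either tissue (vertical axis); filled points passed in that tissue and open points did not. The synaptic lists lie right of 0 in both tissues, at 0.05 to 0.08, and the lists on RNA processing lie left of 0.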

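Of the SFARI list of the paper, 1169 symbols matched a gene in the deposited counts. In the neocortex, 1 of the 29 differentially expressed genes was on this list, where 1.86 would be drawn by chance from 1123 SFARI genes among the 17488 tested (odds ratio 0.520, 95% interval 0.0127 to 3.15, p = 1 from a two-sided Fisher's exact test). In the hippocampus, 1 of the 24 genes was on the list, where 1.52 would be drawn by chance from 1121 SFARI genes among the 17684 tested (odds ratio 0.642, 95% interval 0.0156 to 3.96, p = 1 from the same exact test). The gene was *Mcm6* in both tissues, and it was also the only SFARI gene called when adjusted over the list alone. The overlap depended on the set of called genes. In the neocortex without WT replicate 2, 63 SFARI genes were called among 746 genes, more than the 47.5 drawn by chance (p = 0.0213 from the same exact test). With DESeq2, 4 of 179 neocortical genes were on the list, fewer than the 10.2 drawn by chance (p = 0.0497 from Fisher's exact test). With shrunken fold changes, 4 of 157 were (9.36 by chance, p = 0.0871 from Fisher's exact test), and in the hippocampus the p of the same exact test was 0.0644 with DESeq2 and 0.122 with shrunken fold changes. As a list, the SFARI genes had a median log2 fold change of -0.00248 in the neocortex, a mean of 0.00977 and a camera test toward lower expression that did not pass (adjusted p = 0.845). In the hippocampus, the median was -5.56e-04 and the mean 0.00538, and the test toward lower expression did not pass (adjusted p = 0.924). Without neocortical WT replicate 2, the list of SFARI genes passed toward lower expression in the neocortex (adjusted p = 1.01e-05), and its adjusted p without any 1 other neocortical library was 0.338 to 0.784, toward either direction. Of the other genes named under the SFARI and PanelApp diagrams in Fig. 4, *Pidd1* was called in the neocortex, with a log2 fold change of 0.98 (standard error 0.13, adjusted p = 0.0166 from edgeR's quasi-likelihood test). It was called only without WT replicate 2 among the fits that leave out 1 library, and not with the replicate number as a block (adjusted p = 0.130). *Sgsh*, *Hpdl*, *Crb2* and *Ddx59* were higher in all 4 mutant libraries than in all 4 WT libraries, with log2 fold changes of 0.36 to 1.10, and *Asb14* was lower, at -0.90, but their adjusted p values of 0.0913 to 0.289 did not pass. In the hippocampus, *Syt17* had a log2 fold change of 0.40, *Esco2* of -0.49 and *Mid1* of -0.54, with adjusted p values of 0.168 to 0.280 from the same test. DESeq2, with and without shrunken fold changes, called each of these genes in the tissue given. Of 18 alternatives, *Sgsh*, *Hpdl*, *Crb2*, *Ddx59* and *Mid1* were called in 3 each, and *Asb14*, *Syt17* and *Esco2* in 2 each. The PanelApp list was available here only in part, so its overlap was not tested.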

A few DEGs were known SFARI ASD-associated genes (Fig. 4, C and H) and ID PanelApp intellectual disability–associated genes (Fig. 4, D and I) (tables S7 and S8). These ASD/ID-associated genes included the most significantly down-regulated gene *Mcm6* (*12*, *13*, *42*), the down-regulated gene *Slc7a3*, which encodes the cationic amino acid transporter CAT3 (*43*), and the NMDAR subunit gene *Grin2d*, which was up-regulated. 

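*Mcm6* (NCBI Gene ID 17219), which encodes a subunit of the MCM DNA helicase, lies on chromosome 1 of GRCm38 from 128331575 to 128359705. Its level in the neocortex was 29.3 ± 1.22 CPM in WT mice and 14.9 ± 0.767 in mutants (SD, n = 4 each). This is a log2 fold change of -0.98 (standard error 0.07, adjusted p = 0.00140 from edgeR's quasi-likelihood test), the smallest p of all neocortical genes tested. In the hippocampus, it fell from 34.6 ± 1.27 to 21.4 ± 0.859 CPM, a log2 fold change of -0.69 (standard error 0.06, adjusted p = 5.84e-04 from the same test). *Mcm6* was called without any 1 of the 8 libraries of each tissue, and every mutant mouse lay below every WT mouse. It lies 6.20 Mb from *Kdm5b*, in a region where called genes cluster.

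*Slc7a3* (NCBI Gene ID 11989), on chromosome X from 101079146 to 101090452, was higher in mutants of both tissues. It reached 14.8 ± 1.07 CPM in WT mice and 19.0 ± 1.08 in mutants in the neocortex, a log2 fold change of 0.36 (standard error 0.08, adjusted p = 0.189 from edgeR's quasi-likelihood test). In the hippocampus, it reached 23.5 ± 3.69 and 34.6 ± 4.02 CPM, a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.111 from the same test). Neither passed the threshold, although all 4 mutants lay above all 4 WT mice in both tissues. In DESeq2 it was called higher in both tissues (adjusted p = 0.0151 and 4.24e-04). In edgeR it was called higher in the neocortex without WT replicate 2 (adjusted p = 0.0174) and in the hippocampus in a fit of all 16 libraries (adjusted p = 0.0404). Of 18 alternatives, DESeq2 included, *Slc7a3* was called in 3 in the neocortex and in 4 in the hippocampus. Over all alternatives, its adjusted p ranged from 0.0151 to 0.502 in the neocortex and from 4.20e-04 to 0.338 in the hippocampus, and its log2 fold change was positive in each.

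*Grin2d* (NCBI Gene ID 14814), on chromosome 7 from 45831883 to 45871194, was higher in mutants of both tissues. In the neocortex, it reached 42.2 ± 6.06 CPM in WT mice and 61.8 ± 4.22 in mutants (SD, n = 4 each), a log2 fold change of 0.55 (standard error 0.10, adjusted p = 0.10 from edgeR's quasi-likelihood test). It was not called there, except without WT replicate 2 (log2 fold change 0.45, adjusted p = 5.54e-04), in DESeq2 (adjusted p = 0.00200) and in a fit of all 16 libraries (adjusted p = 0.0106). In the hippocampus, it reached 54.6 ± 2.25 and 68.1 ± 2.58 CPM, a log2 fold change of 0.32 (standard error 0.05, adjusted p = 0.0261 from the same test), and it was called. Of the fits without 1 hippocampal library, 2 called *Grin2d*, those without WT replicate 2 and without mutant replicate 4. In the other 6, its log2 fold change was 0.31 to 0.34 and its adjusted p 0.0610 to 0.147. It was also not called in the fit of all 16 libraries (adjusted p = 0.235) or with the replicate number as a block (adjusted p = 0.0954), and its adjusted p over all alternatives ranged from 3.10e-05 to 0.235. *Cpne9* (NCBI Gene ID 211232), on chromosome 6 from 113282283 to 113305571, rose in the neocortex from 4.73 ± 0.598 to 11.0 ± 0.901 CPM, a log2 fold change of 1.22 (standard error 0.12, adjusted p = 0.00494). It was called there without any 1 library. In the hippocampus, it was not called (log2 fold change 0.38, standard error 0.20, adjusted p = 0.680).

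**Figure D3:**
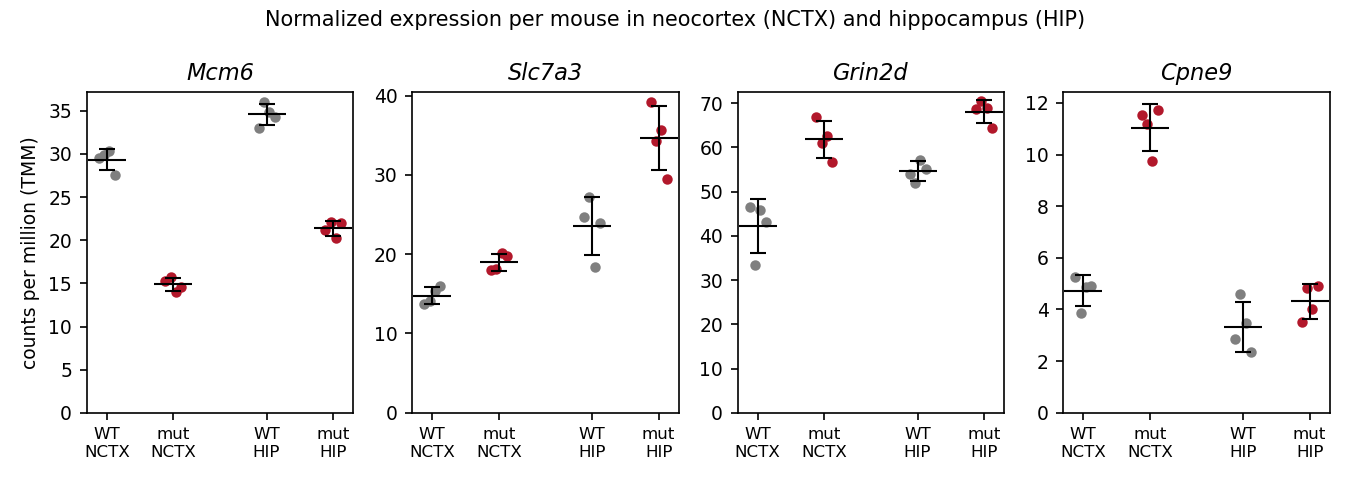
CPM after TMM normalization (vertical axis) of *Mcm6*, *Slc7a3*, *Grin2d* and *Cpne9* in each mouse, for WT (gray) and mutant (red) neocortex (NCTX) and hippocampus (HIP). Points are single mice (4 per group), and black lines show the mean and SD; the mutant means of *Mcm6* lie at 14.9 and 21.4, below the WT means of 29.3 and 34.6.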

We validated the up-regulation of *Grin2d* and down-regulation of *Mcm6* by quantitative polymerase chain reaction (qPCR), noting that the apparent increase in *Grin2d* levels in the neocortex was not significant in this assay (fig. S3).

### Genome-wide changes in H3K4me3

To identify genes with increased H3K4me3 levels at promoter regions and therefore most likely direct targets of KDM5B, we performed CUT&Tag sequencing (CUT&Tag-seq) from PND5 neocortices (*n* = 2 WT, *n* = 2 mutant). This genome-wide analysis showed a notable increase in H3K4me3 intensity at transcription start sites (TSSs) in the *Kdm5b*^Δ/Δ^ samples (Fig. 5A), consistent with our Western blot analysis (Fig. 1, I and J). Consistent with the function of KDM5B, the most pronounced changes in H3K4me3 involved increased H3K4me3, while genes with reduced H3K4me3 showed relatively small changes (Fig. 5B and table S10). An overlap with RNA-seq data found increased H3K4me3 at TSSs of 2 down-regulated genes, while 49 up-regulated genes showed increased H3K4me3, consistent with these being most likely directly regulated by KDM5B (table S11).

**Fig. 5.**
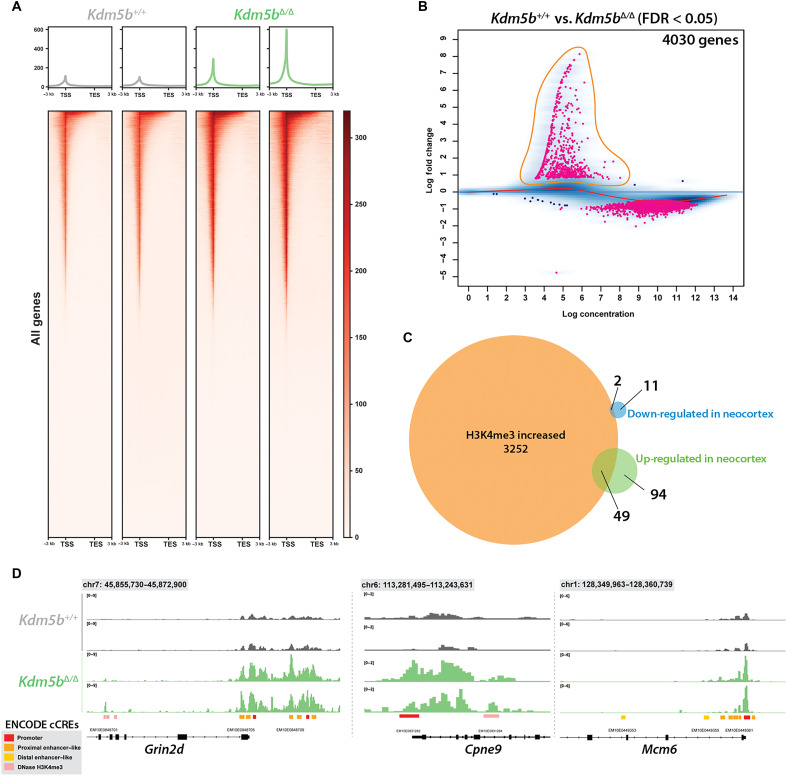
Quantitative CUT&Tag-seq mapping reveals genome-wide increases in H3K4me3 in the neocortex of *Kdm5b*^Δ/Δ^ mice. (**A**) Heatmaps of H3K4me3 enrichment around the TSS of all genes in *Kdm5b*^Δ/Δ^ and *Kdm5b*^+/+^ mice (*n* = 2 of each). (**B**) DiffBind MA plot identifying gene TSS with significantly (FDR < 0.05) altered enrichment between *Kdm5b*^Δ/Δ^ and *Kdm5b*^+/+^ mice. (**C**) Venn diagram overlap of genes identified as differentially expressed between *Kdm5b*^Δ/Δ^ and *Kdm5b*^+/+^ mice by bulk RNA-seq and those associated with significantly increased enrichment of H3K4me3 proximal to the TSS. (**D**) Integrative Genomics Viewer (IGV) genome browser visualization of H3K4me3 enrichment at the promoters of *Grin2d* and *Mcm6* showing increases in *Kdm5b*^Δ/Δ^ mice. ENCODE candidate cis-regulatory elements (cCREs) are shown to demarcate promoter elements. DNase, deoxyribonuclease; TES, transcription end site.

We visualized H3K4me3 changes at the promoters of three exemplary genes: up-regulated *Grin2d* and *Cpne9* and *Mcm6*, the most down-regulated gene in our bulk RNA-seq experiment (Fig. 5D). H3K4me3 levels were significantly increased at both promoters of the up-regulated genes (Fig. 5D and table S10). Thus, H3K4me3 changes correlated with gene expression changes for *Grin2d and Cpne9*, suggesting that both genes are most likely direct targets of KDM5B. H3K4me3 levels at the *Mcm6* promoter were not significantly changed in *Kdm5b* mutants (table S10), albeit that a trend for increased H3K4me3 levels was evident (Fig. 5D), suggesting that the down-regulated expression of *Mcm6* is mediated via a different mechanism than direct regulation of H3K4me3.

### Single nucleus RNA-seq reveals specific cell types contributing to *Grin2d* up-regulation in the *Kdm5b* mutant neocortex

As pleiotropic chromatin regulators such as KDM5B are likely to perform different functions in multiple cell types in the developing brain, we performed single nucleus RNA-seq (snRNA-seq) on PND5 neocortices (*n* = 8 WT, *n* = 8 mutant) (Fig. 6A). After quality control filtering, data from 21,359 WT nuclei and 17,098 Δ/Δ nuclei were taken forward for analysis. Both genotypes included all major cell types (Fig. 6B), each characterized by the expression of their canonical markers (fig. S5A). We did not detect significant differences in the relative proportions of these cell types between control and mutant samples (Fig. 6C and fig. S5B). An analysis of *Kdm5b* expression revealed the highest expression in vascular cells, intermediate progenitors, immature neurons, and astrocytes (Fig. 6D). To validate our bulk RNA-seq data and identify the cell types responsible for gene expression differences, we analyzed cell type–specific expression of the top up- and down-regulated genes from the bulk RNA-seq experiment. *Cpne9* is up-regulated in glutamatergic neurons [callosal projection neurons (CPN), corticofugal neurons, and stellate/layer 4 cells], immature neurons, and intermediate progenitors. The small fraction (<5%) of GABAergic cells expression *Cpne6* showed a converse down-regulation in mutants (Fig. 6E). *Mcm6* was down-regulated in all cell types examined with the largest contribution from vascular cells and intermediate progenitors and, to a lesser extent, GABAergic interneurons (Fig. 6E).

**Fig. 6.**
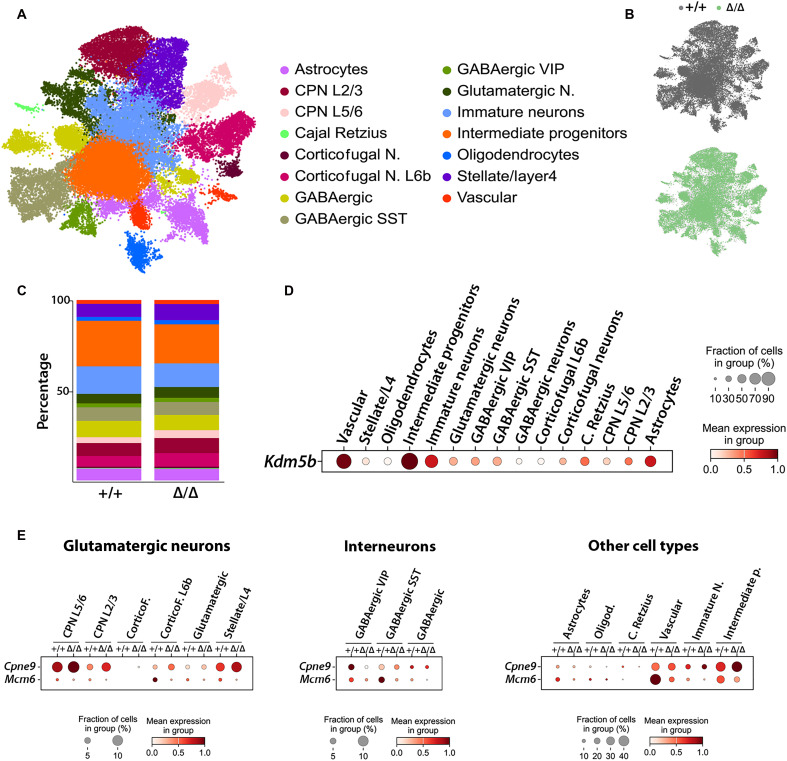
snRNA-seq of control and *Kdm5b* mutant neocortices at PND5. (**A**) Uniform manifold approximation and projection (UMAP) plot revealing the different cell identities in the neocortex. Data derive from eight +/+ and eight mutant mice. N, neuron. (**B**) Split UMAP revealing the contribution of the cells from each genotype to the broad cellular groups shown in (A). (**C**) Analysis of the cellular composition for each genotype does not reveal significant changes in the percentages of any cell population. (**D**) Dot plot showing the scaled expression of *Kdm5b* in the different cell populations. (**E**) Dot plots showing the scaled expression of *Cpne9* and *Mcm6* (top up- and down-regulated genes, respectively, in the bulk RNA-seq experiment) in the different cell populations, grouped as glutamatergic neurons, interneurons, and other cell types. CorticoF., corticofugal; C., Cajal; p., progenitors.

The up-regulation of glutamate ionotropic receptor NMDA type subunit 2d (*Grin2d*), which encodes an NMDAR subunit (NMDAR2D), in *Kdm5b* mutants suggested a possible neurodevelopmental mechanism responsible for behavioral phenotypes. 

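Of the 7 genes that encode NMDA receptor subunits, *Grin2d* was the only one called, and only in the hippocampus. In the neocortex, 5 of the 7 genes were higher in mutants, and in the hippocampus all 7 were. The list passed camera's test with the preset correlation toward higher expression in both tissues (median log2 fold change 0.15 with adjusted p = 0.00675 in the neocortex, and 0.13 with adjusted p = 0.0120 in the hippocampus), with 2 genes called in each tissue when adjusted over the list alone. It did not pass with an estimated correlation. Without WT replicate 2, its adjusted p was 0.456 in the neocortex and 0.0878 in the hippocampus, and without hippocampal mutant replicate 1 it was 0.152. *Grin2b* (NCBI Gene ID 14812) was expressed at 261 ± 111 CPM in WT and 240 ± 37.5 in mutant neocortex (SD, n = 4 each), a log2 fold change of -0.12 (standard error 0.32, adjusted p = 0.963 from edgeR's quasi-likelihood test). The spread among WT mice came from WT replicate 2, without which the log2 fold change was -0.40 and passed the test (standard error 0.09, adjusted p = 0.0179). *Grin1* had a log2 fold change of 0.15 (standard error 0.07, adjusted p = 0.614) in the neocortex and 0.05 (standard error 0.06, adjusted p = 0.886) in the hippocampus from the same test. *Grin2c* was higher in all 4 mutants than in all 4 WT mice in the neocortex, at 4.10 ± 0.457 against 2.92 ± 0.311 CPM, a log2 fold change of 0.49 (standard error 0.13, adjusted p = 0.297). It passed without WT replicate 2 (adjusted p = 0.0484), and over the alternatives its adjusted p ranged from there to 0.758. *Grin3a* had a log2 fold change of 0.31 (standard error 0.09, adjusted p = 0.309) in the hippocampus. In the neocortex, the direction of *Grin2a*, *Grin2b*, *Grin3a* and *Grin3b* depended on the fit, and of these only *Grin2b* was called in any, the fit without WT replicate 2. In the hippocampus, that of *Grin2a* and *Grin3b* did, and neither was called.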

Microduplications at 19q13.33 that includes the *GRIN2D* gene (*44*) and both de novo gain- and loss-of-function mutations in *GRIN2D* are associated with neurodevelopmental disorders (*45*, *46*). Bidirectional changes in NMDAR signaling have been implicated in ASD (*30*). An analysis of publicly available RNA-seq data (*47*, *48*) confirmed that *Grin2d* expression is developmentally regulated, with expression peaking in late fetal development in humans and early postnatal development in mice (fig. S6).

An analysis of the snRNA-seq data showed that *Grin2d* was expressed in most vascular cells and intermediate progenitors (Fig. 7A), similar to *Kdm5b* (Fig. 6D). Expression levels were highest in vasoactive intestinal peptide-expressing (VIP+) interneurons, followed by somatostatin-expressing (SST+) interneurons, intermediate progenitors and CPN L5/6 neurons, albeit that a smaller fraction of interneurons appeared to express *Grin2d* (Fig. 7A). *Grin2d* expression was up-regulated in mutant mice in GABAergic VIP neurons and all glutamatergic cell types except for stellate/layer 4 neurons. Reduced *Grin2d* expression was observed in astrocytes, oligodendrocytes, Cajal Retzius cells, and intermediate progenitors in mutant samples. No evident differences were observed in vasculature or immature neurons (Fig. 7B).

**Fig. 7.**
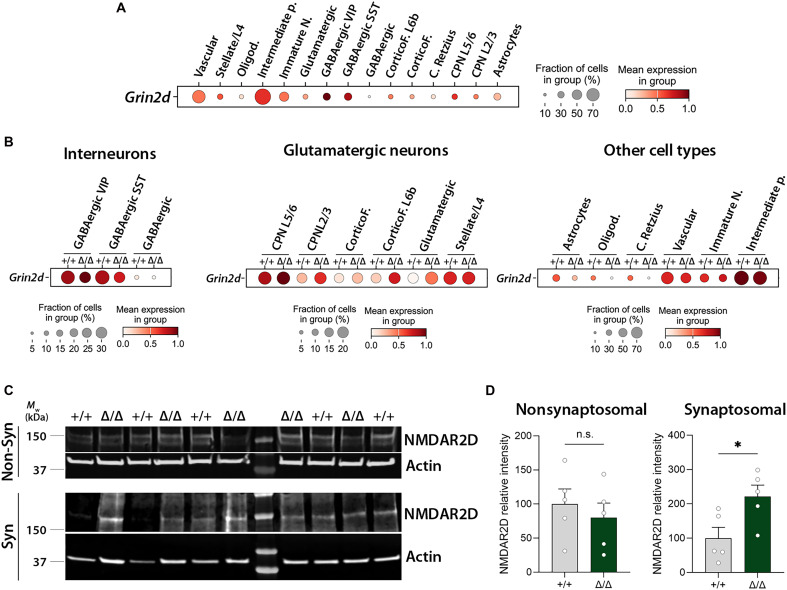
Characterization of the cell types contributing to increased *Grin2d* expression in *Kdm5b* mutant mice. (**A**) Dot plot showing the scaled expression levels of *Grin2d* in the different cell populations in our dataset. (**B**) Dot plots showing the scaled expression levels of *Grin2d* in the different cell types (grouped as interneurons, glutamatergic neurons, and other cell types) in control (+/+) and mutant (Δ/Δ) mice. (**C** and **D**) Neocortical samples from PND5 mice were dissected, and synaptosomes were isolated. Both the nonsynaptosomal and the synaptosomal fractions were subjected to Western blotting. Membranes were probed for NMDAR2D and β-actin. Molecular weights are shown on the left (C). The densitometric quantification of NMDAR2D levels in both fractions is shown in (D). *N* = 5 +/+ and 5 Δ/Δ mice. Syn, synaptosomal; Non-Syn, nonsynaptosomal; n.s., not significant, *P < 0.05.

Given the clear increase in *Grin2d* mRNA levels in glutamatergic cells, we next asked whether the levels of NMDAR2D protein, encoded by the *Grin2d* gene, were increased in synaptosomes isolated from the PND5 neocortex of *Kdm5b*^Δ/Δ^ mutants. NMDAR2D protein levels were quantified in purified synaptosomes and the remaining nonsynaptosomal fraction. NMDAR2D levels were not changed in the nonsynaptosomal fraction but were significantly increased in synaptosomes from mutant neocortices compared to WT tissue (Fig. 7, C and D). This result is in line with the clear changes in *Grin2d* expression in glutamatergic neurons in mutant mice, as synaptosomal preparations tend to be enriched for excitatory synapses (*49*). Together, these findings suggest that the increased expression of *Grin2d* results in up-regulated NMDAR2D that is preferentially incorporated into synaptic NMDARs.

### Treatment with an NMDAR antagonist can rescue behavioral phenotypes

Together, these observations suggested that increased NMDAR signaling during early postnatal development may underlie the behavioral phenotypes. To find direct evidence for elevated NMDAR signaling, we set out to measure AMPA:NMDA receptor ratios. However, we could not obtain reliable AMPA receptor (AMPAR) responses in PND5 mice, most likely due to the preponderance of “silent” synapses at this stage of development when most synapses only contain functional NMDAR, not AMPAR (*50*, *51*). We were able to measure AMPA:NMDA ratios at PND14 and found these to be the same in WT and mutant mice (fig. S7), consistent with the possibility that elevated NMDAR2D effects are transient.

To find functional evidence that elevated NMDAR signaling in the early postnatal brain is responsible for behavioral phenotypes in *Kdm5b* mutants, we asked whether pharmacological inhibition of NMDARs could rescue these phenotypes. As NMDAR inhibition might be a potential therapeutic approach to explore in our *Kdm5b*-deficient mouse model, we decided to treat mice with the NMDAR antagonist memantine, which has an acceptable safety profile in humans, can cross the blood-brain barrier, and has shown some promise in the treatment of epileptic encephalopathy linked to increased NMDAR (*52*). As memantine has a half-life of <4 hours in rodents (*53*), memantine was administered 30 min before testing, in agreement with other studies (*37*, *54*–*57*). Memantine (5.6 mg/kg) administration by intraperitoneal injection 30 min before the test had a significant effect on USV production [repeated-measures three-way analysis of variance (ANOVA) interaction effect; *F*_2.567,97.54_ = 2.863, *P = 0.0487]. Considering genotypes separately, memantine significantly increased the number of ultrasonic calls emitted by *Kdm5b* mutants in response to maternal separation (repeated-measures two-way ANOVA interaction effect: *F*_2.6031,31.237_ = 3.520, *P = 0.0134), with a significant difference at PND8 (Fig. 8B), the peak of USV emission (see Fig. 2B). Memantine treatment of WT animals resulted in a significant shift of the developmental trajectory of USV production (repeated-measures two-way ANOVA interaction effect: *F*_2.46,63.95_ = 6.208, **P = 0.0018, with no significant effect on the number of USVs produced by WT animals on a particular day) (Fig. 8C).

**Fig. 8.**
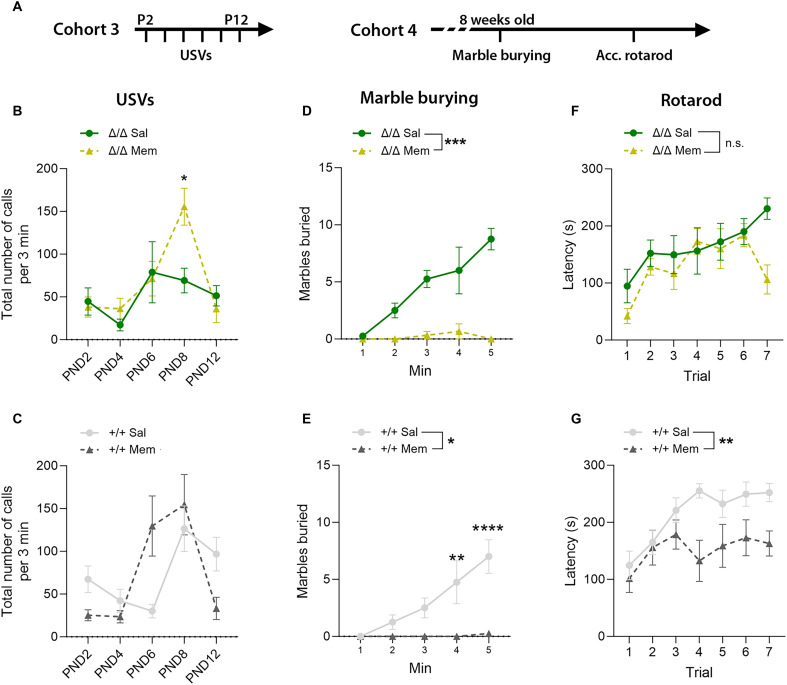
Memantine ameliorates neonatal communication deficits and digging behavior in *Kdm5b* mutant mice. (**A**) Experiment design. Two different cohorts were used for neonatal and adult tests. Memantine was administered 30 min before the start of the test each day. (**B**) Total number of USVs during 3-min testing sessions on indicated PNDs for *Kdm5b*^Δ/Δ^ mice. Repeated-measures two-way ANOVA interaction: *F*_2.6,31.24_ = 3.520, *P = 0.0314, followed by Šidák’s multiple-comparison test (PND8; *P = 0.0313). *N* = 6 Δ/Δ saline and 8 Δ/Δ memantine. (**C**) Total number of USVs during 3-min testing sessions on indicated PNDs for *Kdm5b*^+/+^ mice. Repeated-measures two-way ANOVA interaction: *F*_2.46,63.95_ = 6.208, **P = 0.0018. Šidák’s multiple-comparison test showed no significant differences at specific PNDs. *N* = 15 +/+ saline and 13 +/+ memantine. (**D** and **E**) Number of marbles buried during a 5-min test with 2-month-old mice. Repeated-measures two-way ANOVA treatment effect: *F*_1,5_ = 99.5, ***P = 0.0002 (D) and *F*_1,6_ = 13.56, *P = 0.0103 (E) and interaction effect: *F*_1.314,6.570_ = 5.12, **P = 0.0547 (D) and *F*_4,24_ = 8.387, ***P = 0.0002 (E), followed by Šidák’s multiple-comparison test. *N* = 4 +/+ saline, 4 +/+ memantine, 4 Δ/Δ saline, and 3 Δ/Δ memantine. (**F** and **G**) Mean latency of mice to fall from the rotarod during seven trials in 1 day. Repeated-measures two-way ANOVA treatment effect: *F*_1,11_ = 1.996, *P* = 0.1854 (F) and *F*_1,14_ = 10.48, **P = 0.006 (G) and interaction effect: *F*_4.166,45.83_ = 1.9, *P* = 0.1240 (F) and *F*_3.304,46.26_ = 1.524, *P* = 0.2178 (G). *N* = 10 +/+ saline, 6 +/+ memantine, 7 Δ/Δ saline, and 6 Δ/Δ memantine. Memantine doses were 5.6 mg/kg for neonatal animals in the USV test and 10 mg/kg for adult mice. Memantine or saline was administered 30 min before the start of the test. Data are shown as mean ± SEM. Sal, saline, Mem, memantine.

Memantine treatment (10 mg/kg) of adult mice has been shown previously to strongly suppress repetitive digging behavior in the marble burying test in WT mice (*54*, *55*). We reproduced these findings by finding that marble burying was almost completely abrogated in both the *Kdm5b*^Δ/Δ^ mutant mice and WT littermates (repeated-measures three-way ANOVA treatment effect: *F*_1,11_ = 56.39, ***P < 0.0001) with no significant time × genotype × treatment interaction (Fig. 8, D and E). These observations suggest that NMDAR activity is a critical requirement for repetitive digging behaviors in mice, regardless of genotype. We also found that memantine treatment had a significant effect on motor performance in the accelerating rotarod test (repeated-measures three-way ANOVA treatment effect: *F*_1,25_ = 10.09, **P = 0.0039), with no significant time × genotype × treatment interaction effect. Considering the genotypes separately, memantine reduced the motor performance of WT animals in the accelerating rotarod test (Fig. 8G) but had no significant effect on the performance of mutant mice (Fig. 8F). These findings suggest that NMDAR antagonist treatment can rescue sociocommunicative deficits in *Kdm5b* mutants in the early postnatal period when *Grin2d* expression peaks and expression is elevated. Although memantine treatment in adults can strongly suppress repetitive behaviors, these effects are not specific to *KDM5B* deficiency. Together, these observations suggest that an NMDAR-mediated mechanism is responsible for the early postnatal behavioral phenotypes in *Kdm5b* mutants.

## DISCUSSION

In this study, we characterized the neurodevelopmental phenotypes of a mouse model homozygous for a hypomorphic, demethylase-deficient allele of *Kdm5b* on a C57BL/6J genetic background. These mice exhibited sociocommunicative, repetitive, and motor phenotypes consistent with the association of KDM5B loss-of-function variants with ASD and motor stereotypies (*12*, *58*–*60*). Steady-state H3K4me3 levels were elevated across the genome, and a number of genes were differentially expressed in the early postnatal neocortex of these mice compared to WT littermates. As expected for a transcriptional repressor and consistent with the increased H3K4me3 levels, most DEGs were up-regulated. One of these up-regulated genes, *Grin2d*, encodes an NMDAR subunit implicated in neurodevelopmental disorders. We treated mice with the NMDAR antagonist, memantine, and found that this treatment ameliorated sociocommunicative deficits in *Kdm5b* mutant pups. Together, our findings show that KDM5B deficiency results in neurodevelopmental phenotypes, suggest a potential mechanistic link with NMDAR gain-of-function conditions, and suggest that NMDAR antagonists may represent a potential therapeutic avenue for improving sociocommunicative function in individuals with *KDM5B* loss-of-function variants.

The ΔARID mouse model was engineered to delete part of the JmjN and the whole ARID domain to generate a KDM5B protein that lacks demethylase activity (*28*). A recent study confirmed that this so-called ΔARID protein lacks demethylase activity, most likely due to structural protein alterations in the catalytic Jmj domains (*29*). Here, we presented data to suggest that the ΔARID protein is also present at reduced levels in the brain compared to the WT, full-length protein. As previously reported, homozygous ΔARID mice were viable (*28*), and we found no evidence for reduced viability. This contrasts with other homozygous *Kdm5b* loss-of-function mouse models that exhibited pronounced reductions in embryonic or early postnatal viability (*23*, *27*, *28*). Some homozygous null *Kdm5b* mice with an exon 7 deletion, predicted to generate a frameshift and termination mutation, survive to adulthood and exhibited a subtle reduction in social interactions and a deficit in social memory (*23*, *28*).

The initial report of de novo “likely gene disrupting” and missense variants in *KDM5B* in probands with ASD also reported similar variants in the unaffected control population (*12*). It therefore remained unclear whether and to what extent these variants contribute to neurodevelopmental phenotypes. A number of recent studies have now confirmed beyond any doubt that *KDM5B* variants are associated with these neurodevelopmental changes but that these effects are incompletely penetrant. As a consequence, ASD-associated *KDM5B* variants are among the most common inherited ASD-causing variants identified to date (*13*, *22*). The identification of genetic modifiers of *KDM5B* penetrance and expressivity will be of substantial interest. Our findings suggest that variants affecting the NMDAR pathway may be potent modifiers of the social phenotypes.

An improved understanding of KDM5B genotype-phenotype correlations in the context of human neurodevelopmental disorders will be of considerable interest given our findings from the demethylase-deficient mouse strain. A recessive syndrome with compound heterozygosity for two different *KDM5B* variants, which included protein-truncating, splice site, and missense mutations in the JmjC domain, has been reported (*20*, *41*). It remains unclear to what extent a reduction in H3K4me3 demethylation contributes to this condition. Wang *et al.* (*16*) reported an apparent enrichment of heterozygous missense mutations in and around the demethylase domains (JmjN, ARID, and JmjC) of *KDM5B* in individuals with ASD and developmental delay, implicating demethylase activity under these conditions. However, other studies suggest that most of the likely damaging variants in *KDM5B* are found around the plant homeodomain (PHD)2 to PHD3 region. KDM5B interacts with other transcription factors through its PLU domain (*61*) and with histone deacetylase 4 through its N-terminal PHD regions (*62*). Further studies are necessary to decipher the potential impact of different *KDM5B* variants on specific mechanisms, including those that may be independent from its demethylase activity. On the basis of our findings, we propose that variants altering the demethylase activity of KDM5B would primarily affect neurodevelopment postnatally (e.g., via NMDAR signaling), while demethylase-independent variants may affect developmental processes such as neuronal specification and differentiation in the early embryo.

Human patients carrying *KDM5B* variants display a varying degree of brain structural alterations, ranging from a normal MRI to agenesis of corpus callosum, cerebellar vermis alterations, and megalencephaly (*20*, *23*). Notably, one patient showed megalencephaly (*23*), in line with the general increase in absolute brain volumes observed in our *Kdm5b*^Δ*/*Δ^ model. We found increased absolute and relative volumes in fiber tracts such as the corticospinal tract and the anterior commissure. We did not observe alterations specific to the corpus callosum, whereas four individuals with recessive *KDM5B* variants have shown agenesis of the corpus callosum (*41*). This discrepancy suggests that corpus callosum agenesis is not caused by alterations in the demethylase activity of KDM5B, but other, independent KDM5B functions, although genetic background effects are also possible. Three individuals with recessive *KDM5B* variants exhibited altered/unsteady gait (*23*). This phenotype could be related to the structural changes we observe in the cerebellum in *Kdm5b*^Δ*/*Δ^ animals. The thalamus and brain stem, two crucial areas controlling posture and gait, also showed increased absolute volumes in *Kdm5b*^Δ*/*Δ^ homozygous mice. The aberrant size of the striatum is in line with the reduced performance of *Kdm5b*^Δ*/*Δ^ mice in the accelerating rotarod task (*63*). De novo, likely gene-disrupting variants in *KDM5B* have also been linked to primary motor stereotypies, another phenotype associated with alterations in the cerebellum (*64*) and cortico-striatal-thalamo-cortical pathways (*60*, *65*–*67*). Abnormalities in these brain regions and pathways could underlie the repetitive behaviors observed in *Kdm5b*^Δ*/*Δ^ mice. Further work, by for example comparing neuronal activation during USVs in WT and mutant pups, are necessary to identify the regional and cell type abnormalities ultimately responsible for the behavioral phenotypes.

Chromatin modifiers and remodelers typically regulate hundreds of gene loci throughout the genome and function in multiple cell types and at different stages of development. For instance, in the case of CHD8, many ASD-associated genes are dysregulated in the *Chd8*-deficient brain, making it difficult to determine the exact downstream genes responsible for neurodevelopmental phenotypes (*68*–*73*). Our snRNA-seq analysis suggests that KDM5B functions in multiple cell types in the developing postnatal brain, including neuronal progenitors, excitatory and inhibitory neurons, and vascular cells. Our H3K4me3 CUT&Tag-seq experiment identified potential direct targets of KDM5B in the PND5 neocortex, including *Grin2d*. However, attempts to directly demonstrate KDM5B recruitment to the *Grin2d* promoter by chromatin immunoprecipitation were unsuccessful due to the quality of commercially available antibodies.

Given the potential complexities of KDM5B function in the developing brain, we were surprised to find that treatment with an NMDAR antagonist was sufficient to improve some for the ASD-associated behavioral phenotypes in *Kdm5b* mutants. Memantine is a noncompetitive antagonist of NMDARs with low affinity and rapid kinetics (*74*). This treatment presumably normalizes an abnormal gain in NMDAR function due to *Grin2d* up-regulation in the early postnatal brain. *Grin2d* expression in rodents starts at late embryonic stages, peaking at PND7 (*75*). In the hippocampus, NMDAR2D-containing receptors mediate synaptic transmission in interneurons (*76*), and they constrain short-term and long-term potentiation in area CA1 (*77*). Our attempts to measure AMPA:NMDA ratios in PND5 hippocampus were unsuccessful due to the preponderance of silent synapses that lack AMPAR in the PND5 neocortex (*50*, *51*). Further work is therefore required to determine the exact mechanism whereby *Grin2d* overexpression and memantine treatment affect sociocommunicative behaviors in the mouse model.

In humans, gain-of-function mutations in the NMDAR subunit gene *GRIN2D* are associated with GRIN2D-related developmental and epileptic encephalopathy, a condition associated with developmental delay, intractable seizures, abnormal muscle tone, movement disorders, and ASD (*45*, *78*–*80*). NMDAR antagonists such as memantine and ketamine have proven therapeutically useful for treatment of epileptic encephalopathies associated with increased NMDAR function (*45*). In addition to hypotonia and ASD, two individuals carrying *KDM5B* variants show epileptic spasms and generalized seizures (*23*, *81*). Future studies assessing the effects of different *Kdm5b* loss-of-function variants on excitatory neurotransmission will be of interest, especially if these can be combined with NMDAR antagonist treatment.

Memantine treatment has been evaluated in individuals with ASD, with varied effects, not unexpected given that both increased and reduced NMDAR function have been implicated in ASD (*30*, *31*, *82*–*86*). The present study, together with studies on *Shank2*-deficient and VPA rodent models (*34*, *38*), suggests that treatment with NMDAR antagonists is likely to benefit individuals where symptoms are caused by increased NMDAR function.

In addition to *Grin2d*, the other differentially expressed ASD-associated gene worth noting is *Mcm6*. *Mcm6* was the most down-regulated gene in *Kdm5b* mutants. De novo *MCM6* variants were first detected in ASD probands by Iossifov *et al.* (*12*), with further reports by Takata *et al.* (*42*). Subsequently, missense mutations in *MCM6* were associated with neurodevelopmental phenotypes that include ASD, delayed speech development, and epilepsy by Smits *et al.* (*87*). MCM6 is important for primary ciliogenesis and cell proliferation (*87*, *88*), two crucial processes during brain development (*89*).

Limitations of our study include the difficulty in distinguishing between the contribution of H3K4me3 demethylase deficiency or reduced protein levels on the observed phenotypes. The *Kdm5b*^Δ*ARID*^ allele represents a hypomorphic allele that lacks demethylase activity and an apparent reduction in steady-state protein levels. Regardless, we do find a robust up-regulation of steady-state H3K4me3 levels in the neocortex at the promoters of up-regulated genes, indicating that H3K4me3 demethylase activity is indeed affected in these mice. Although we were unable to directly measure changes in NMDAR signaling at early postnatal stages due to technical limitations, our treatment studies with memantine support the idea that increased NMDAR signaling is responsible for the USV deficits. Future work using more selective NMDAR antagonists and genetic rescue experiments are needed to further support our model and assess the translational potential of targeting NMDAR signaling in the context of KDM5B neurodevelopmental disorders.

In conclusion, we have found that a deficiency in the KDM5B demethylase results in ASD-associated behavioral phenotypes in mice. *KDM5B* deficiency was associated with increased levels of H3K4me3, demonstrating that KDM5B functions as an H3K4me3 demethylase in the developing brain. These alterations affected gene expression, with most DEGs up-regulated, confirming that KDM5B acts primarily as a transcriptional repressor. Last, we provide evidence to suggest that abnormal elevation of NMDAR2D-containing NMDAR signaling in the postnatal brain is responsible for the sociocommunicative deficits in these mice. These observations functionally link *KDM5B* deficiency with childhood neurodevelopmental disorders caused by NMDAR gain-of-function mutations and suggest a potential therapy to alleviate some of the behavioral dysfunction associated with *KDM5B* deficiency.

## MATERIALS AND METHODS

### Animals

The *Kdm5b*^Δ*ARID*^ mouse line has been described (*28*). In this mouse line, *Kdm5b* exons 2, 3, and 4 were removed, leading to the deletion of the entire ARID domain and the truncation of the carboxyl end of the JmJ domain. Mice were maintained in a C57BL/6J background, and experimental animals were produced by *Kdm5b*^+/ΔARID^ × *Kdm5b*^+/ΔARID^ intercrosses. Animals were housed in ventilated cages (37 × 20 × 16 cm; Techniplas UK Ltd., Leicester, UK) with ad libitum access to water and food (LabDiet PicoLab rodent irradiated, #5R53) and kept at 19° to 22°C and 40 to 60% humidity, under a 12:12-hour light/dark cycle. The cages contained sawdust (Lignocel wood fiber) and nesting material. A maximum of five animals was housed in the same cage. Our study examined male and female animals, and similar findings are reported for both sexes. All animal procedures were approved by King’s College London Animal Welfare and Ethical Review Body and the UK Home Office (Home Office Project licenses P8DC5B496 and PP6246123).

### Genotyping of mice

For genotyping, genomic DNA was extracted from ear notches using Proteinase K digestion or the HotSHOT method (*90*). Genotyping was performed by PCR as described (*91*). WT primers (forward, 5′-CCTTAGACGCAGACAGCACA-3′; reverse, 5′-CGTGTTTGGGCCTAAATGTC-3′) yielded a WT band of 275 base pairs (bp). KDM5B-ΔARID primers (forward, 5′- TGCTCCTGCCGAGAAAGTATCC-3′; reverse, 5′-CCACCCCCCAGAATAGAATGA-3′) yielded a mutant band of 663 bp. The following thermal cycles steps were used for the genotyping reactions: 95°C, 2 min; 35 cycles × (95°C, 15 s; 64°C, 15 s; 72°C, 15 s); 72°C, 12 min.

### Western blots

#### KDM5B and histone blots

Brain cortices and hippocampi were dissected from PND5 pups, and whole-cell protein was prepared by lysing in 8 M urea, 1% CHAPS, and 50 mM tris (pH 7.9) lysis buffer containing protease inhibitors. Samples were rotated for 30 min at 4°C and then centrifuged for 60 min to remove DNA. Supernatant was stored at −80°C. All reagents and equipment were from Bio-Rad unless stated otherwise. Samples were prepared with Laemmli buffer containing 10% β-mercaptoethanol and resolved with Mini-PROTEAN precast polyacrylamide gels (7.5 and 4 to 15% gels to analyze proteins with high and medium/low molecular weights, respectively) and tris/glycine/SDS buffer. Proteins were transferred to a nitrocellulose membrane with the Trans-Blot turbo system. Membranes were blocked with 5% nonfat dry milk (Cell Signaling Technology) or 5% bovine serum albumin (BSA; Sigma-Aldrich) diluted in tris-buffered saline containing 0.1% Tween 20 (TBS-T), followed by incubation overnight at 4°C with primary antibodies diluted in 5% BSA in TBS-T. Membranes were washed 3 × 10 min in TBS-T before incubation for 1 hour at room temperature with secondary antibodies diluted in TBS-T containing 5% nonfat dry milk. After washing 3 × 10 min in TBS-T, proteins were detected with Clarity ECL reagent, and membranes were imaged using the ChemiDoc system. Densitometric analyses were performed with the ImageJ software (National Institutes of Health). The following antibodies were used (1:1000 dilution unless stated otherwise): anti-KDM5B (Abcam, #181089), anti-H3K4me3 (Cell Signaling Technology, #9751), anti–total H3 (Cell Signaling Technology, #9715), HSP90 (Santa Cruz Biotechnology, sc13119), actin (1:5000; Abcam, #ab8227), goat anti-rabbit and anti-mouse horseradish peroxidase secondary antibodies (1:5000; Thermo Fisher Scientific, #31460 and Proteintech, #SA00001-1, respectively). Uncropped Western blot images are shown in fig. S8.

#### NMDAR2D Western blots

Brain cortices were dissected from PND5 pups, and synaptosomes were isolated using Syn-PER Synaptic Protein Extraction Reagent (Thermo Fisher Scientific) following the manufacturer’s protocol. The synaptosome pellet was resuspended in radioimmunoprecipitation assay buffer containing protease inhibitors, and the protein concentration was quantified using a bicinchoninic acid (BCA) assay (Thermo Fisher Scientific). Laemmli buffer (Bio-Rad) with DDT was added to 15 μg of each sample and loaded into a 4 to 20% precast polyacrylamide gel (Bio-Rad, 4561095). The gel was electrophoresed for 10 min at 50 V and then 1 hour at 120 V in tris-gycine SDS buffer (Bio-Rad). The gel and nitrocellulose membrane were then equilibrised in transfer buffer (Bio-Rad) for 10 min before being transferred for 1 hour at 80 V in the transfer buffer. The membranes were stained using Ponceau S (Merck) to check for protein transfer and blocked in phosphate-buffered saline with Tween-20 (PBS-T) containing 5% nonfat milk buffer. The membrane was incubated with the primary antibodies overnight at 4°C and then repeatedly washed with PBS-T before incubation in secondary antibodies for GRIN2D (Merck, MAB5578; 1:500) and β-actin (Merck, A5316; 1:5000) overnight at 4°C. The membranes were repeatedly washed with PBS-T before incubating them in DyLight 800 secondary antibody (Thermo Fisher Scientific, SA5-10164; 1:5000) for 1 hour in the dark at room temperature. The membranes were then washed three times and imaged and analyzed on the LICOR Odyssey CLx machine. Uncropped full scans of the Western blot membranes can be found in fig. S8.

### Behavior

Different batches of mice were used for recording pup USVs, for adult behavior testing, and for the treatment with memantine (see Figs. 2A and 8C). Adult tests were carried out in the following order: open field, EPM, reciprocal social tests, marble burying, three-chamber social approach, and rotarod as previously described (*68*, *70*). Behavioral experiments were conducted between 8:00 and 18:30 under standard room lighting conditions. Cages were changed every other week but at least 24 hours before running a behavioral experiment. Animal tracking was performed with EthoVision (Noldus Information Technologies B.V., Wageningen, The Netherlands). After each behavioral trial, fecal boli and urine were removed, and surfaces were cleaned with 1% Anistel solution (high-level surface disinfectant, Tristel Solution Ltd., Cambridgeshire, UK) to remove any odors. Littermates served as controls, and each experiment included animals from different litters. Mice were assigned to experimental groups using block randomization under blinded conditions.

#### Ultrasonic vocalizations

USVs were recorded in pups across 3-min sessions in response to social separation from the mother and siblings at PND2, PND4, PND6, PND8 and PND12 as described (*92*)*.* The tattooing for early identification of the mice was carried out on PND1-2. Tattooing (animal tattoo ink green paste, Ketchum, #KI1471) for identification was carried out by inserting the ink subcutaneously through a 0.3-mm hypodermic needle into the center of the paw. Tattooing was carried out at PND2 in the experiment described in Fig. 2 and at PND1 for the rescue experiment. USV testing as in Fig. 2 was performed on a batch of 22 mice (males: 3 WT and 6 mutant; females: 7 WT and 6 mutant). The experiment included in Fig. 8 was performed on a batch of 15 mice (4 male and 3 female saline and 5 male and 2 female memantine). During testing, each pup was transferred from its homecage to an empty glass container in a sound-attenuating box placed in a different room. Lights were turned off during the USV recording. An Ultrasound Microphone (Avisoft UltraSoundGate condenser microphone capsule CM16, Avisoft Bioacoustics, Berlin, Germany), sensitive to frequencies of 10 to 180 kHz, was placed through a hole in the middle of the cover of the sound-attenuating box, about 20 cm above the pup in its glass’ container. USVs were recorded using the Avisoft Recorder software (version 3.2). The glass container was cleaned with 10% ethanol between pups and with 70% ethanol between litters. For acoustical analysis, recordings were transferred to Avisoft SASLab Pro (version 4.40), and a fast Fourier transformation was conducted. Spectrograms were generated at a frequency resolution of 488 Hz and a time resolution of 1 ms.

### Memantine treatment

A memantine (Cayman Chemical Company, #14184) solution was prepared fresh in saline (0.56 mg/ml for early postnatal and 1 mg/ml for adult mice) each day. A total of 10 μl/g of saline or memantine solution was administered intraperitoneally 30 min before recording USVs or running the marble burying and accelerating rotarod tests. Doses were 5.6 mg/kg for USVs (*93*) and 10 mg/kg for the marble burying and accelerating rotarod tests (*54*, *55*).

### MRI

#### Perfusions

Mice were anesthetized with pentobarbital and intracardially perfused with 30 ml of 0.1 M PBS containing heparin (0.05 U/ml; Sigma-Aldrich) and 2 mM ProHance (Bracco Diagnostics, a Gadolinium contrast agent), followed by 30 ml of 4% paraformaldehyde (PFA) containing 2 mM ProHance (*68*, *94*). Perfusions were performed with a minipump at a rate of ~1 ml/min. After perfusion, mice were decapitated, and the skin, lower jaw, ears, and the cartilaginous nose tip were removed. The brain and remaining skull structures were incubated in 4% PFA + 2 mM ProHance overnight at 4°C and then transferred to 0.1 M PBS containing 2 mM ProHance and 0.02% sodium azide for at least 1 month before MRI scanning (*95*).

#### MRI (ex vivo)

A 7-T 306-mm horizontal bore magnet (BioSpec 70/30 USR, Bruker, Ettlingen, Germany) with a ParaVision 6.0.1 console was used to image brains in skulls. Eight samples were imaged in parallel using a custom-built 8-coil solenoid array. To acquire anatomical images, the following scan parameters were used: T2-weighted three-dimensional fast spin echo sequence with a cylindrical acquisition of k-space, repetition time/echo time/echo train length (TR/TE/ETL) = 350 ms/12 ms/6, *TE*_eff_ = 30 ms, four effective averages, filed of view/matrix-size = 20.2 by 20.2 by 25.2 mm/504 by 504 by 630, total imaging time = 13.2 hours. The resulting anatomical images had an isotropic resolution of 40-μm voxels.

#### Imaging registration and analysis

Image registration is necessary for quantifying the anatomical differences across images. The registration consisted of both linear (rigid then affine) transformations and nonlinear transformations. These registrations were performed with a combination of mni_autoreg tools (Collins, 1994) and Advanced Normalization Tools (*96*). After registration, all scans were resampled with the appropriate transform and averaged to create a population atlas representing the average anatomy of the study sample. The results of these registrations were deformation fields that transform images to a consensus average. Therefore, these deformations fields quantify anatomical differences between images. As detailed in previous studies (*97*, *98*), the Jacobian determinants of the deformation fields were computed and analyzed to measure the volume differences between subjects at every voxel. A preexisting classified MRI atlas was warped onto the population atlas (containing 282 different segmented structures encompassing cortical lobes, large white matter structures such as the corpus callosum, ventricles, cerebellum, brain stem, and olfactory bulbs to compute the volume of brain structures in all the input images) (*99*–*103*). A linear model with a genotype predictor was used to assess significance. The model was either fit to the volume of every structure independently (structure-wise statistics) or fit to every voxel independently (voxel-wise statistics), and multiple comparisons in this study were controlled for using the FDR (*104*).

### RNA sequencing

Total RNA was prepared as described (*68*). RNA quality was analyzed using Agilent Total RNA 6000 Pico on a Bioanalyser (Agilent, 2100). Pair-end sequencing (150-bp read length) was performed on the Illumina HiSeq 6000 platform. Further data analyses were performed using the Galaxy Europe server (https://usegalaxy.eu). Quality of the raw data was checked using FastQC version 0.11.9. Reads were aligned to the mouse genome (mm10) using RNA STAR Galaxy Version 2.7.8a, and aligned reads were counted using featureCounts Galaxy version 2.0.1. Differential expression analyses were performed using DESeq2 Galaxy version 2.11.40.7. Heatmaps were generated with the R package pheatmap. Volcano plots were generated in GraphPad Prism 9.4.1. (*105*). The criteria to select DEGs were FDR < 0.05 and |log_2_ fold change| > 0.263. Gene set enrichment analyses were performed on R with clusterProfiler as described in https://learn.gencore.bio.nyu.edu/rna-seq-analysis/gene-set-enrichment-analysis (accessed September 2024). Venn diagrams were created to show the extent of overlap between heterozygous and homozygous DEGs (FDR < 0.05), and ASD-associated genes obtained from the SFARI Gene database (https://gene.sfari.org/database/human-gene/, accessed October 2025; see table S13) or ID-associated genes obtained from the Genomics England PanelApp intellectual disability database (https://panelapp.genomicsengland.co.uk/panels/285/, version 4.42, accessed December 2022; see table S14).

### Nuclei isolation for CUT&Tag and snRNA-seq

Nuclei were isolated from the cortex of PND5 pups by incubating tissue for 15 min on ice in lysis buffer [10 mM tris-HCL (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, and 0.1% NP-40 substitute]. Tissue was mechanically homogenized with a 27-gauge needle before layering on top of 1.8 M sucrose solution. A total of 1.7 μM dithiothreitol was added to the sucrose solution for snRNA-seq nuclear extractions. Samples were centrifuged at ×13,000*g* for 45 min at 4°C. The resulting nuclear pellet was washed and resuspended in 2% BSA in PBS. Extracted nuclei were counted manually and checked for quality using trypan blue. For snRNA-seq, 200 U RiboLock RNase inhibitor (Thermo Fisher Scientific) was added to lysis buffer, wash buffer, and resuspension buffer.

### CUT&Tag sequencing

CUT&Tag was performed using the EpiCypher CUTANA CUT&Tag kit as per manufacturer’s instructions (EpiCypher, v2). A total of 100,000 nuclei, previously stored in BAMBANKER at −80°C, were used per reaction. In short, ConA beads were activated and bound to the isolated nuclei. A total of 2 μl of stock K-MetStat Panel (EpiCypher, 19-1002) was added to each reaction before addition of the antibodies. A total of 0.5 μg of anti-H3K4me3 (EpiCypher, 13-0060) or rabbit immunoglobulin G negative control (EpiCypher, 13-0042) primary antibodies was added to each reaction and incubated on a nutator at 4°C overnight. Nuclear slurry was incubated with anti-rabbit secondary antibody (EpiCypher, 13-0047) at room temperature for 30 min. Tagmentation was carried out for 1 hour at 37°C. Libraries were prepared by PCR with a unique pair of i5 and i7 indexing primers with the following parameters: 58°C, 5 min; 72°C, 5 min; 98°C, 45 s; 98°C, 15 s, 60°C, 10 s, 16 cycles; 72°C, 1 min; 4°C hold. Library quality was assessed using the TapeStation (Agilent) with D1000 ScreenTape and reagents. Libraries were quantified using the Qubit fluorometer with 1× double-stranded DNA high sensitivity assay kit. Paired-end (150 bp) sequencing was performed on the Illumina NovaSeq X.

The workflow for CUT&Tag-seq data analysis was broadly performed using an adapted nf-core/cutandrun Nextflow pipeline (*106*, *107*). Briefly, FASTQ files were first checked for sequencing quality using FastQC, followed by trimming of adapter and low-quality sequences by Trim Galore! (version 0.6.5). Paired-end reads were aligned to the GRCm38 (mm10) genome using Bowtie2 (version 2.3.5.1) (*108*). SAMtools (version 1.22.1) (*109*) was then used to sort and index BAM files, followed by marking of duplicate reads by Picard (version 3.4.0). BedGraph files were generated using bedtools (2.31.0), and bigWig files were generated using bedGraphToBigWig (version 4.8.2) and visualized on the Integrative Genomics Viewer (IGV). Peak calling was performed either using MACS2 (version 2.2.9.1) or SEACR (version 1.3) (*110*) and then merged to generate consensus peaks using bedTools. To spike-in normalize files for analysis and visualization, deepTools (version 3.5.6) (*111*) was used to apply scaling factors calculated from SNAP-CUTANA K-MetStat Panel spike-ins. A scaling factor was calculated for each sample by dividing the percentage of total GRCm38-aligned reads by the percentage of total reads taken up by spike-in barcodes—this scaling factor was then applied to each sample. Following this, deepTools computeMatrix was then used to determine enrichment around gene TSS and visualized using plotHeatmap. Comparisons of H3K4me3 enrichment at gene TSS between samples were performed using DiffBind (version 3.21) using windows of ±1 kb around the TSS.

### Parse sequencing

Neocortical brain samples from eight WT and eight mutant mice were dissected out and stored (−80°C) until sample processing for nuclei isolation. Isolated nuclei were immediately fixed using the Evercode Fixation kit (Parse Biosciences). Sequencing libraries were generated using the Evercode WT kit (chemistry version 3, Parse Bioscience). Paired-end sequencing (150 bp) was performed using the Illumina NovaSeq X. Raw sequencing reads were processed with the Trailmaker pipeline (cloud-based data processing platform from Parse Biosciences) using default settings to demultiplex sublibraries, align reads to the GRCm39 reference genome, and produce cell-by-gene count matrices. Downstream analyses were completed with Scanpy (v.1.11.0). Quality control was performed using standard parameters based on guidelines published previously (*112*). Briefly, we filtered out cells expressing a low or too high number of genes and total transcripts counts and those with a high mitochondrial proportion. We further used Scrublet [pp.scrublet() function] to remove doublets (*113*). Data were then normalized and log transformed using Scanpy’s pp.normalize_total() and pp.log1p() functions. Log-transformed counts were then used to calculate highly variable genes. Integration was performed using Scanpy’s external pp.harmony_integrate() function using the different samples as a covariate. We then used Harmony integrated principal components analysis for dimension reduction and unsupervised Leiden clustering of the data with a final resolution of 0.5 to find clusters. To visualize the data, we used uniform manifold approximation and projection (UMAP). Cluster annotation was performed manually based on DEGs in each cluster and previous literature (*114*, *115*).

### Statistics

Data are reported as mean ± SEM. Graphs show individual data points. Normal distribution was tested with D’Agostino and Pearson omnibus, Shapiro-Wilk, and Kolmogorov-Smirnov normality tests. If the test was passed, then statistical analysis was performed using parametric statistical analyses. Before pairs of comparisons, we performed the *F* test to compare variances. Statistical analyses were performed using the unpaired two-sided Student’s *t* test and the three- and two-way ANOVA. Only when the interaction effect was significant (*P* < 0.05) was these followed with the appropriate post hoc tests as indicated in the figure legends. *t* test with Welch’s correction was applied when variances were unequal. Significant *P* values (*P* < 0.05) are reported in Results, and/or figure legends provide details of relevant statistical parameters, including group sizes. Statistical analyses were performed with GraphPad Prism (version 9.4.1). Researchers were blinded, and in vivo studies were randomized by blocks of animals. Source data for the different figures are provided in table S12.

# Supplementary material for: Autism-like phenotypes and increased NMDAR2D expression in mice with KDM5B histone lysine demethylase deficiency
**Source:** Sci Adv. 2026 May 20;12(21):eadq6577. doi: 10.1126/sciadv.adq6577
**Supplement:** Supplementary file 1 — Supplementary Methods Figs. S1 to S8 Legends for tables S1 to S14

Supplementary Materials for  
**Autism-like phenotypes and increased NMDAR2D expression in mice with  
KDM5B histone lysine demethylase deficiency**

Leticia Pérez-Sisqués *et al.*

*Sci. Adv.* **12**, eadq6577 (2026)  
DOI: 10.1126/sciadv.adq6577

**The PDF file includes:**

Supplementary Methods  
Figs. S1 to S8  
Legends for tables S1 to S14

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S14

## Supplementary methods

### *qRT-PCR analysis*

cDNA was synthesised from 200-400ng RNA with UltraScript 2.0 cDNA Synthesis kit (PCR Biosystems) according to the manufacturer's instructions. qRT-PCRs were performed on a BioRad CFX384 using qPCRBIO SyGreen Mix Lo-ROX (PCR Biosystems). See Table S9 for primer sequences. Relative expression levels were calculated using the  $2^{-\Delta\Delta CT}$  method and *Hprt* was used as endogenous control gene.

### *Measurement of AMPA/NMDA ratios*

Mice were anesthetized by isoflurane inhalation before decapitation. Brains remained in ice-cold cutting solution (in mM: 240 sucrose, 5 KCl, 1.25 Na<sub>2</sub>PO<sub>4</sub>, 2 MgSO<sub>4</sub>, 1 CaCl<sub>2</sub>, 26 NaHCO<sub>3</sub> and 10 D-glucose) equilibrated with 95% O<sub>2</sub>/5% CO<sub>2</sub> throughout the dissection and slicing procedures. 350µm-thick sagittal brain slices were obtained with a 7000smz-2 vibratome (Campden instruments). Slices were allowed to recover in artificial cerebrospinal fluid (aCSF, in mM: 124 NaCl, 5 KCl, 1.25 Na<sub>2</sub>HPO<sub>4</sub>, 2 MgSO<sub>4</sub>, 2 CaCl<sub>2</sub>, 26 NaHCO<sub>3</sub> and 20 D-glucose) equilibrated with 95% O<sub>2</sub>/5% CO<sub>2</sub> for 1h at 32° before recording.

Whole-cell patch clamp recordings were taken from CA1 pyramidal neurons. Slices were continuously perfused with aCSF with 10µM gabazine equilibrated with 95% O<sub>2</sub>/5% CO<sub>2</sub>, held in position using a platinum wire harp and visualised using a Nikon Eclipse FN1 microscope and a Rolera Bolt camera under a 40x water-dipping objective. All recordings were performed at room temperature using a Patch clamp EPC 10 USB amplifier and PatchMaster software (HEKA) with signals filtered at 10 kHz and sampled at 50 kHz. All traces were recorded and analyzed blind to genotype.

The experiment was performed using a Cs<sup>2+</sup>-MeSO<sub>4</sub>-loaded internal solution (in mM: 130 CsMeSO<sub>4</sub>, 4 MgCl<sub>2</sub>\*6H<sub>2</sub>O, 0.2 EGTA, 10 HEPES, 4 Na<sub>2</sub>ATP, 0.4 Na<sub>3</sub>GTP, 10 Na<sup>+</sup>-

phosphocreatine, 1 QX-314). A parallel bipolar electrode connected to a DS3 constant current isolated stimulator (Digitimer) was placed 150 $\mu$ m apart (dorso-ventral and anterior-posterior) from the recording area to target the Schaffer collaterals. One minute after breaking in, a square voltage-step pulse ( $\pm 10$  mV for 10ms) was recorded before and after each trace to determine series resistance. Any cell determined to have series resistance values  $> 20$  M $\Omega$  or whose series resistance varied by  $>20\%$  over the course of recording, were excluded from further analysis. Cells were initially clamped at -70mV to measure maximal AMPAR-mediated currents. The magnitude of the stimulation pulse was determined for each cell. For that purpose, 40 $\mu$ s depolarising stimuli were administered to determine the minimum amplitude to evoke a EPSC of 50-200pA of amplitude. The AMPA component was then recorded. Following a 1-minute recovery period, cells were then held at +40mV to measure the NMDAR response. Both currents were recorded in 10 separate sweeps (0.1Hz), each one consisting of a single 40 $\mu$ s depolarising stimuli. The amplitudes of the peak of the evoked currents were determined using a custom-written MATLAB script. The AMPA/NMDA ratio was calculated for each cell as (average of -70mV responses) / (average of +40mV responses).

## Supplementary figures

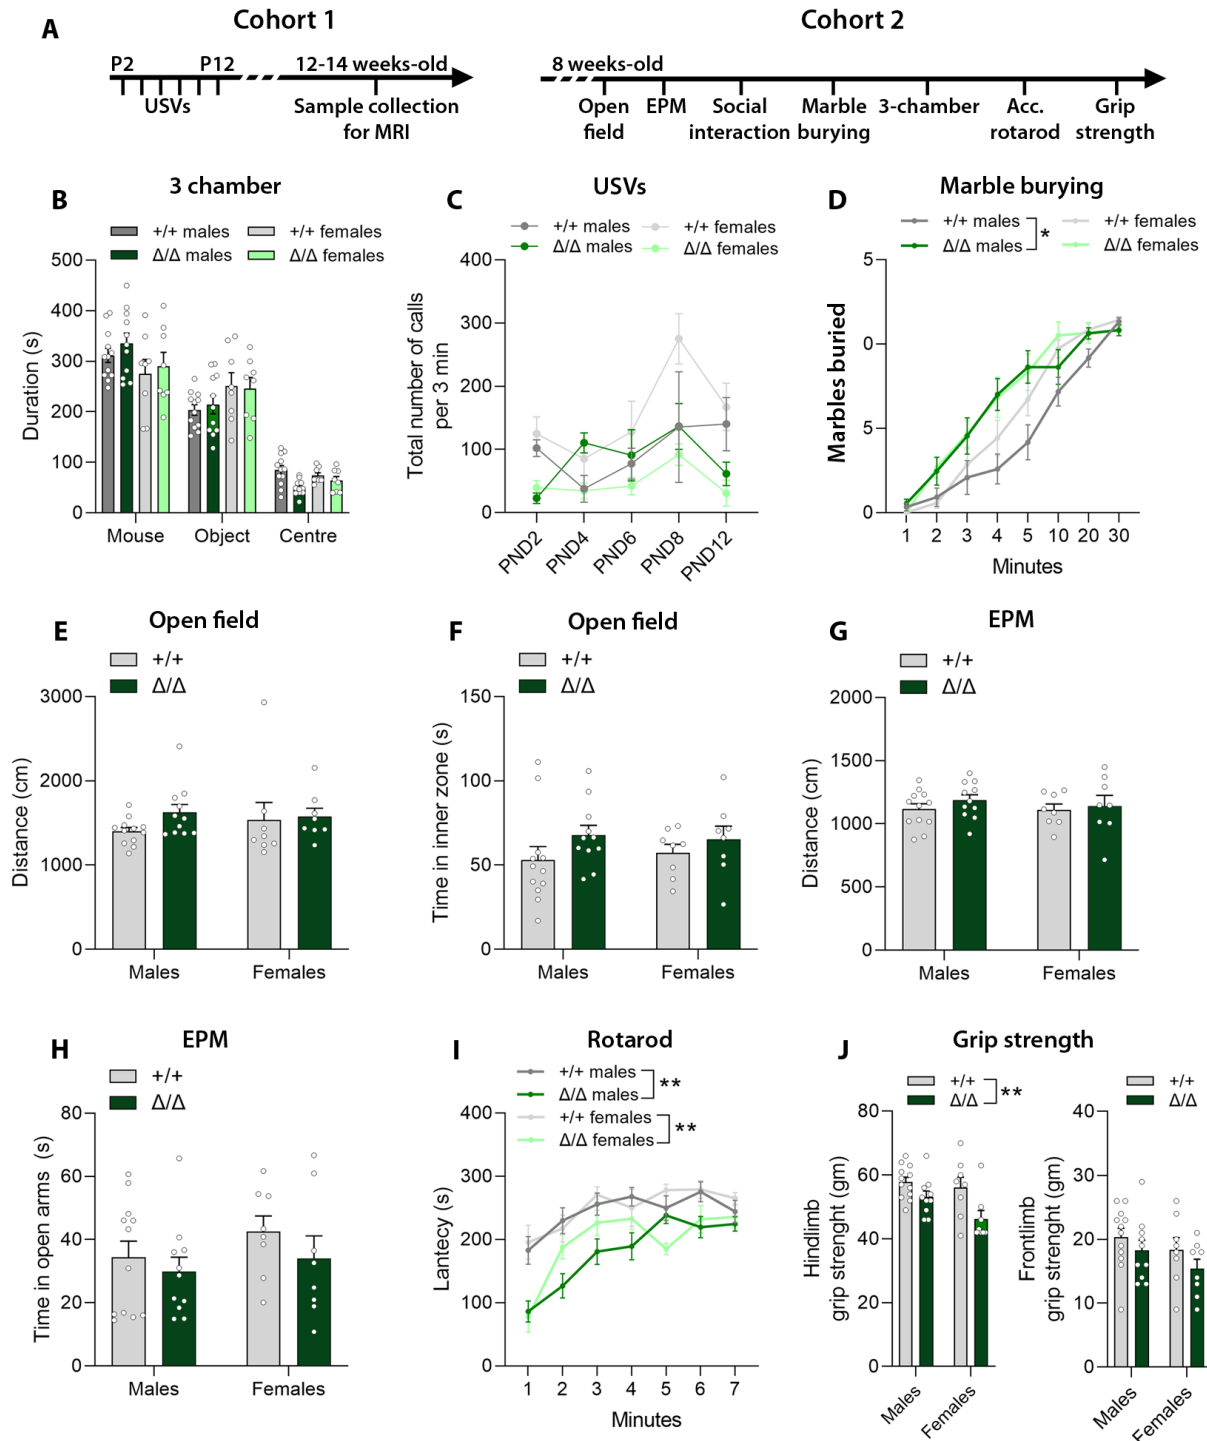

**Fig. S1. Behavioural assessment of *Kdm5b*  $\Delta$ ARID homozygous mice.** Behavioural assessment of a cohort of adult mice (A, C-I) (+/+ n=11-12 males and 7-8 females;  $\Delta/\Delta$  n=10-11 males and 6-8 females) and pups (B) (+/+ n=3 males and 7 females;  $\Delta/\Delta$  n=6 males and 6 females). **A)** Experimental time-course. Note that different cohorts were used for experiments with neonatal and adult mice. **B)** Time spent, in seconds, in each chamber in the 3 chamber sociability test, for

male and female animals. Three-way ANOVA sex effect:  $F_{(1,105)}=2.49e-005$ ,  $p=0.9960$ . **C)** Total number of ultrasonic vocalisations (USVs) during 3 minutes testing sessions on the indicated postnatal days. Three-way ANOVA sex effect:  $F_{(1,18)}=0.3555$ ,  $p=0.5584$ . **D)** Number of marbles buried during a 5 minutes test. Three-way ANOVA sex effect:  $F_{(1,3160)}=0.9021$ ,  $p=0.3437$ .  $p<0.05$  mutant male versus WT male. **E)** Distance travelled in the outer area of an open field arena during a 5 minute test. Two-way ANOVA sex effect:  $F_{(1,35)}=0.1520$ ,  $p=0.6990$ . **F)** Time spent in the inner zone of the arena during the open field test. Two-way ANOVA sex effect:  $F_{(1,35)}=0.01616$ ,  $p=0.8996$ . **G,H)** Distance travelled (F) and time spent (G) in in the open arms of the elevated plus maze (EPM) is shown. Two-way ANOVA sex effect:  $F_{(1,35)}=0.2334$ ,  $p=0.6320$  and  $F_{(1,35)}=1.263$ ,  $p=0.2688$ , respectively. **I)** Mean latency of mice to fall from the rotarod during 7 trials in one day. Three-way ANOVA sex effect:  $F_{(1,35)}=0.7865$ ,  $p=0.3812$ . **J)** Hind and frontlimb grip strength. Data is shown as mean  $\pm$ SEM and was analysed with Two-way ANOVA (A, D-G, I) followed by Tukey's multiple comparisons test or repeated measures ANOVA (B, C, H) followed by Sidak's post hoc test. Sex differences were assessed with three-way ANOVA (A-C, H).  $*P<0.05$ ,

**\*\* $P < 0.01$ .**

**A Volume differences  
*Kdm5b*  $\Delta/\Delta$  vs. WT**

Absolute volume    Relative volume

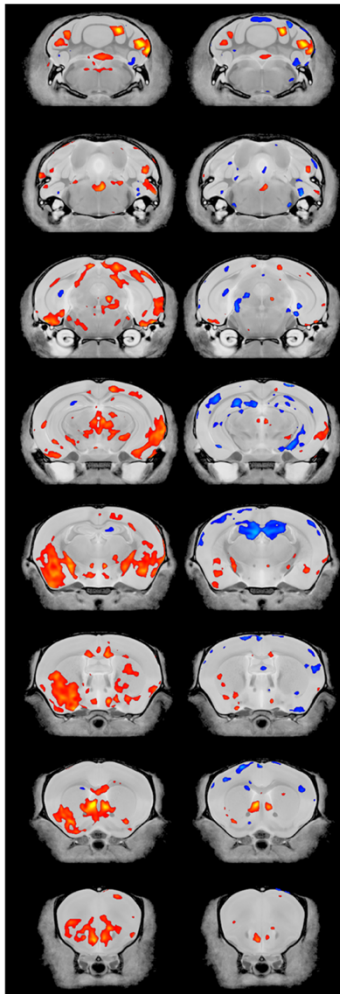

False discovery rate  
2%    Smaller    5%    Larger    2%

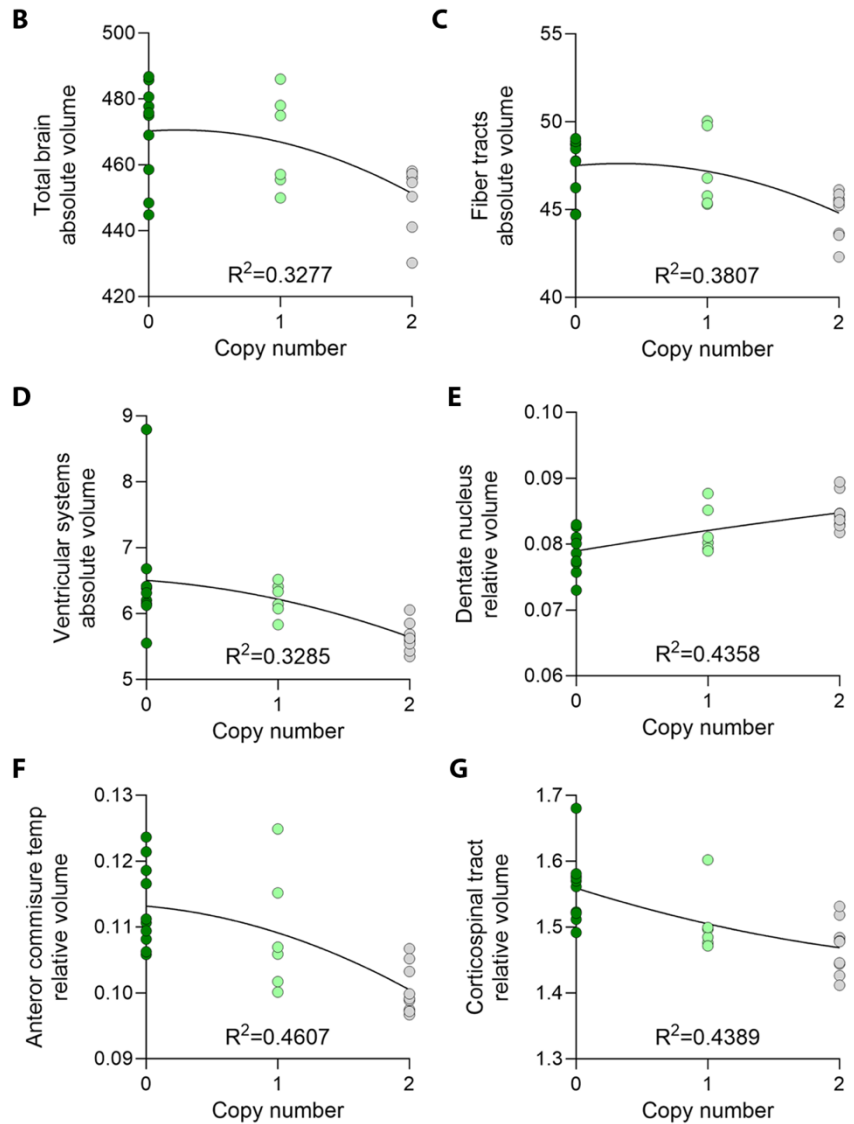

**Fig. S2. Structural MRI. A)** Voxel-wise differences in volume (absolute, left; relative, right) between wild-type and *Kdm5b*<sup>+/Δ</sup> mutant littermates. **B-G)** Nonlinear (polynomial) correlation analysis between absolute and relative volumes and gene copy number. Each point represents an individual animal. Nod. lobe, cerebellar nodular lobe; Thal., thalamus; Cort. tract, corticospinal tract; Str., striatum; Pall., pallidum; Lat. Sep., lateral septum; Taenia tc., taenia tecta; Ant. olf., anterior olfactory nucleus.

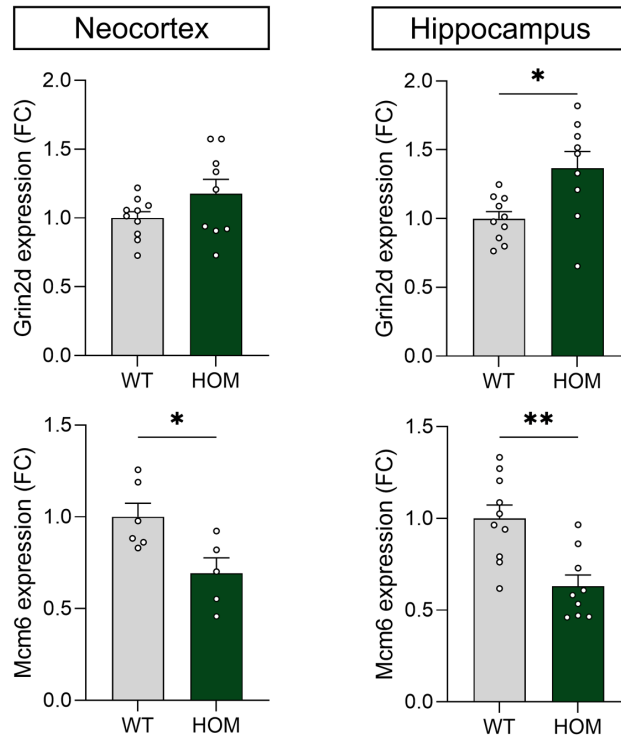

**Fig. S3. qRT-PCR validation of bulk RNA-seq data.** qRT-PCR analysis of *Mcm6* and *Grin2d*, relative to *Hprt*, from total RNA extracted from the cortex (first column) or hippocampus (second column) from P5 mouse brains. Student's t-test. \* $P < 0.05$ , \*\* $P < 0.01$ . N=8 males +/+, 8 males  $\Delta/\Delta$ , 6 females +/+ and 5 females  $\Delta/\Delta$ .

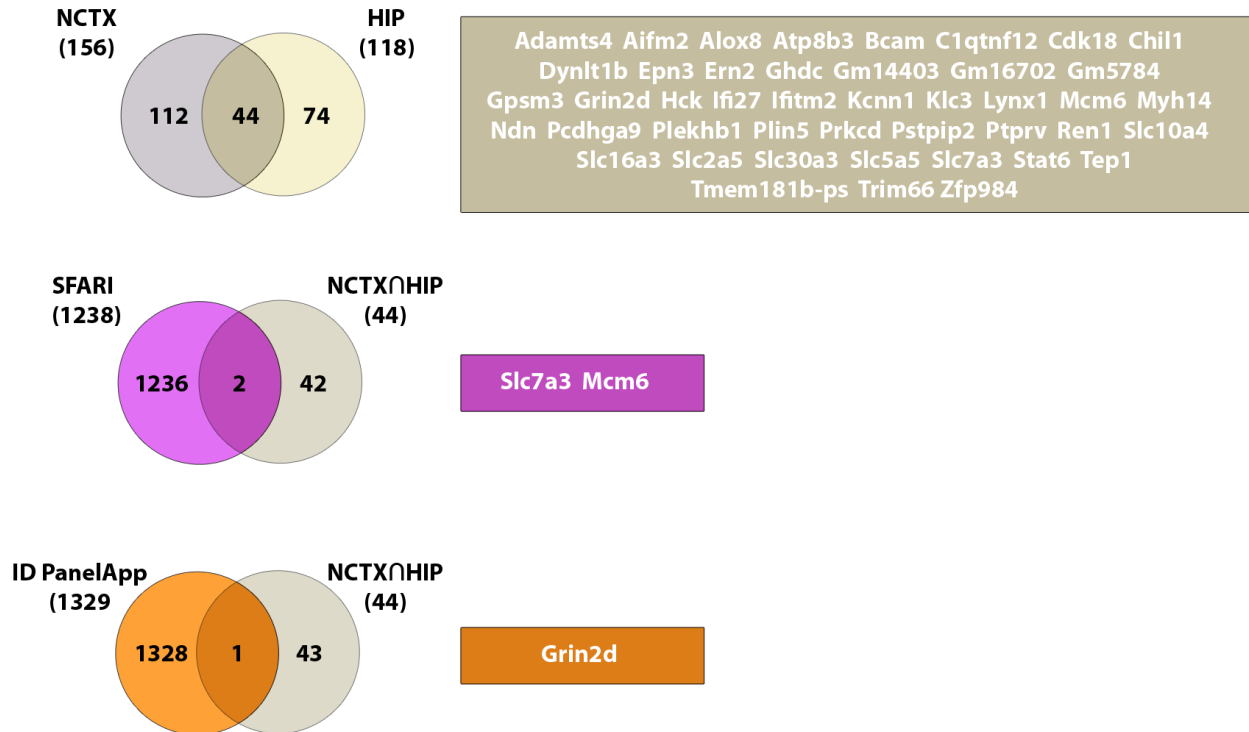

**Fig. S4. DEG overlap between neocortex and hippocampus.** Venn diagrams showing the extent of overlap of the DEGs in the neocortex (NCTX) and hippocampus (HIP), together with the overlap between those overlapping genes in the neocortex and hippocampus (NCTX∩HIP) and the SFARI and ID PanelApp databases. Overlapping genes are shown on the right.

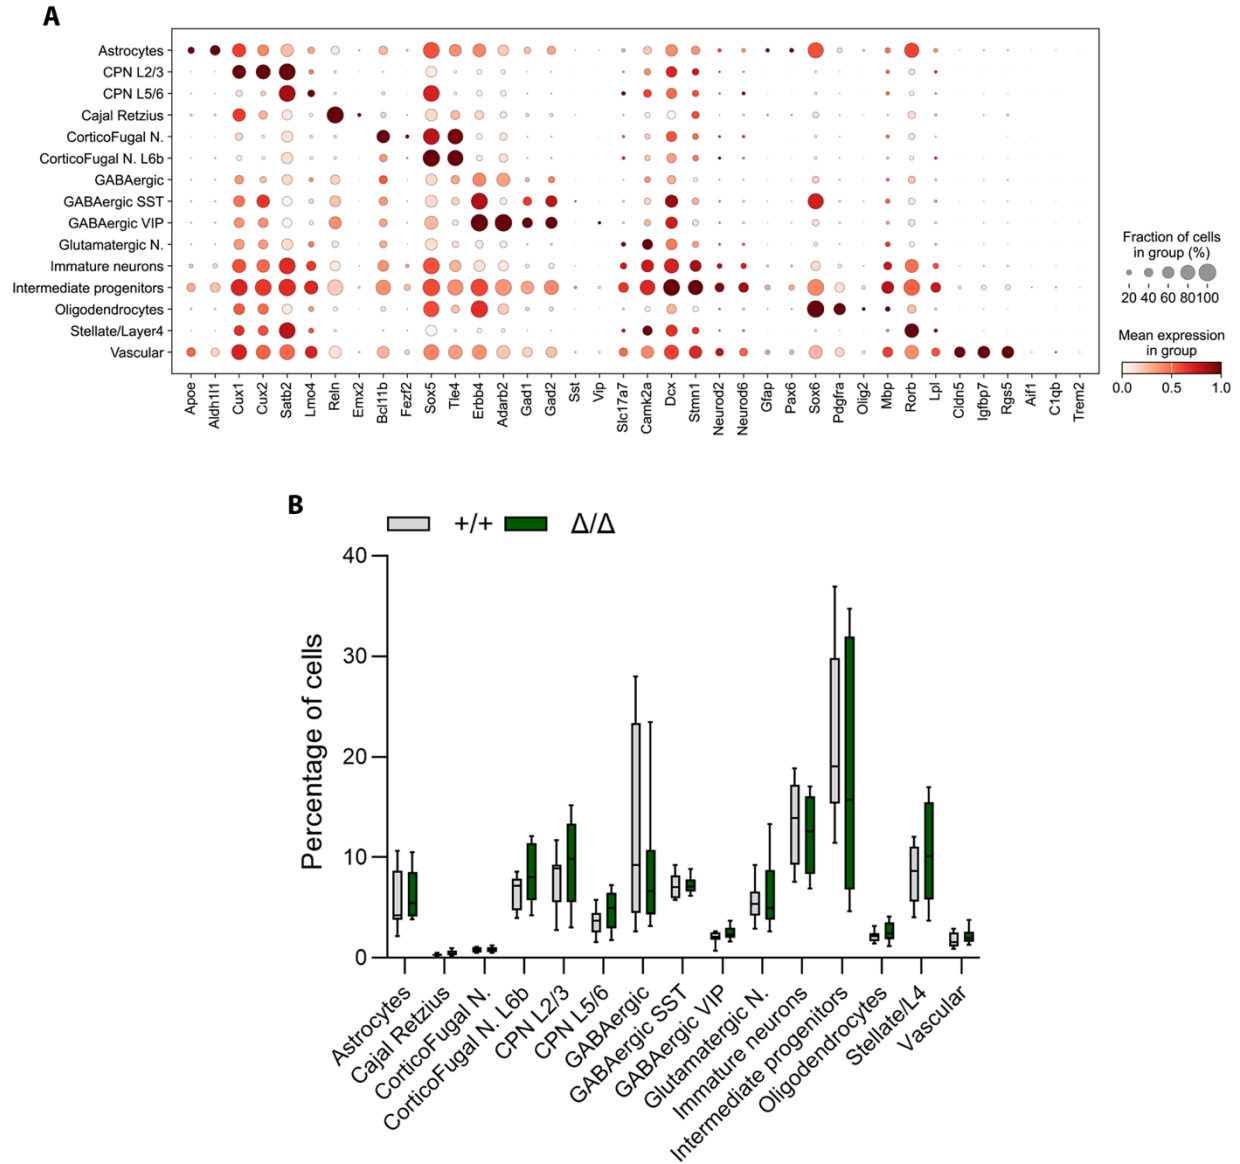

**Fig. S5. Cell markers used for snRNA-seq data analysis.** **A)** Scaled dot plot depicting the scale expression of key cellular markers used to identify the different cell types in our snRNA-seq experiment **B)** Analysis of the cellular composition for each genotype does not reveal significant changes in the percentages of each cell population.

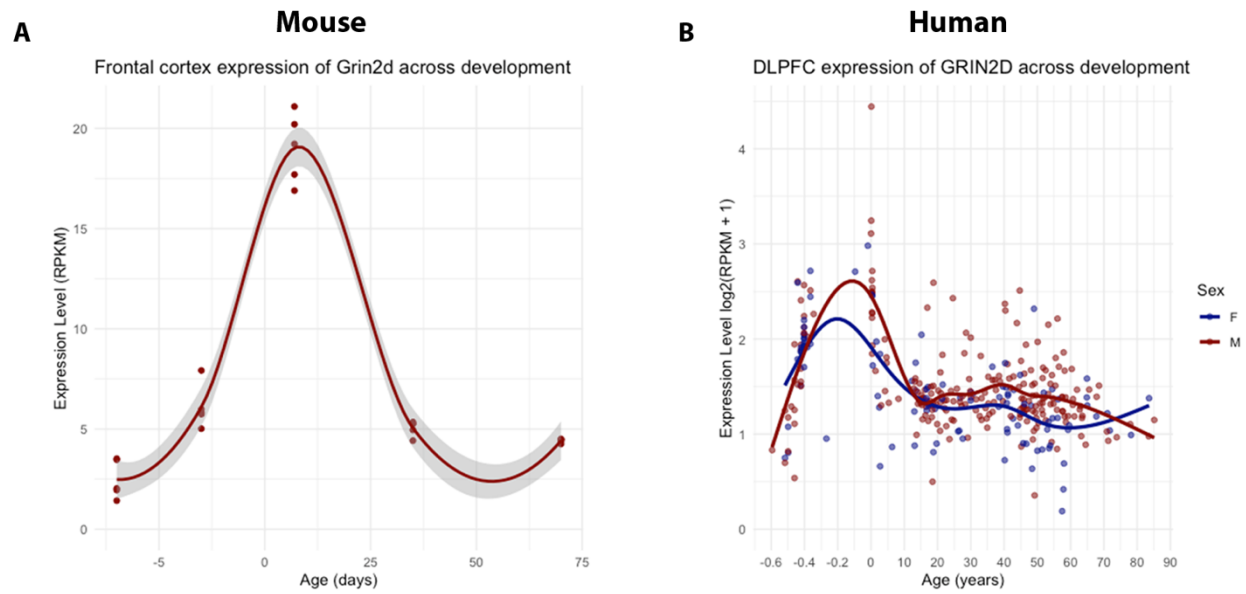

**Fig. S6. *Grin2d* expression is developmentally regulated in the cortex.** **A)** *Grin2d* expression in mouse frontal cortex across development. Data from Clifton et al. (49). **B)** GRIN2D expression in human dorsolateral prefrontal cortex (DLPFC) over developmental time. Data from BrainSeq Phase I control post-mortem tissue available at <https://eqtl.brainseq.org/phase1/> and based on Jaffe et al Nat Neuro 2018 (48).

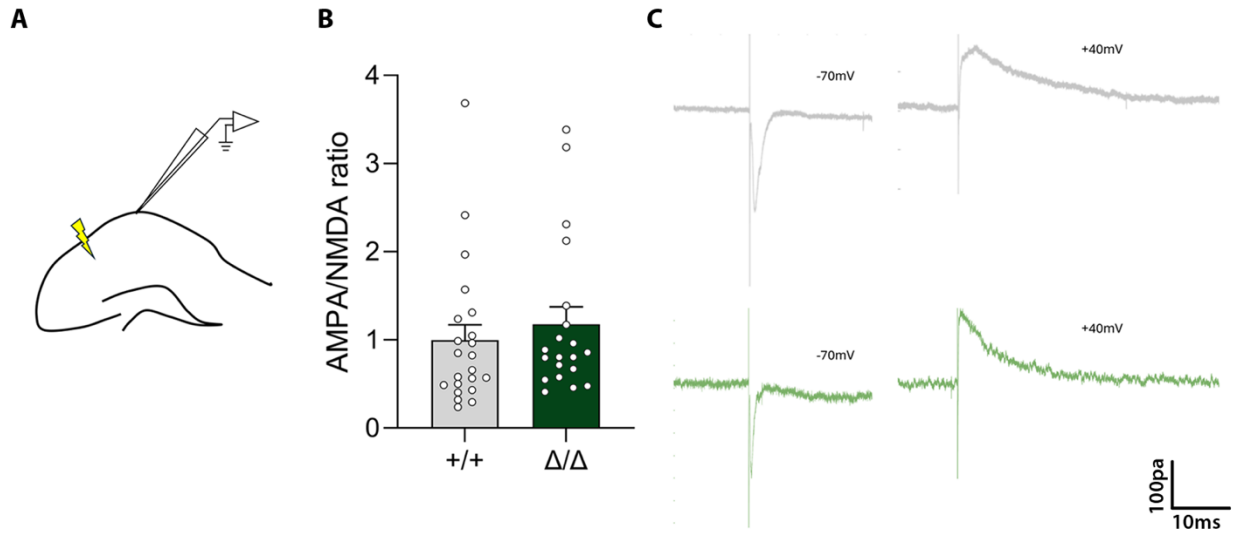

**Fig. S7. *Kdm5b*-mutant mice do not show altered AMPA/NMDA ratios in CA1 pyramidal cells at PND14.** **A)** Experiment layout with stimulation of the Schaffer collaterals and recording at CA1. **B)** Bar graph showing the AMPA/NMDA EPSC amplitude ratios (n=22 cells from 8 control mice, and n=20 cells from 4 mutant mice). Data is shown as mean $\pm$ SEM. **C)** Example traces of AMPA (left) and NMDA (right) responses for both genotypes. Data is represented as mean  $\pm$  SEM as was analysed with Student's t-test.

**Figure 1F**

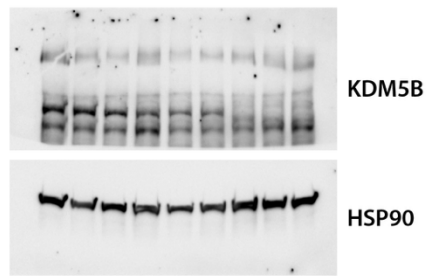

**Figure 1I**

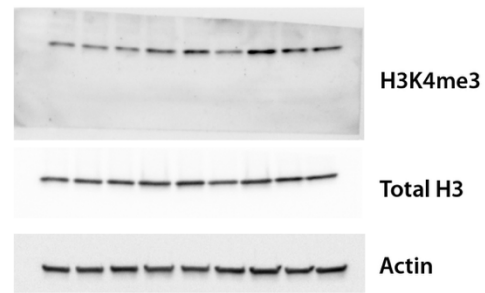

**Figure 7C**

Non-synaptosomal fraction

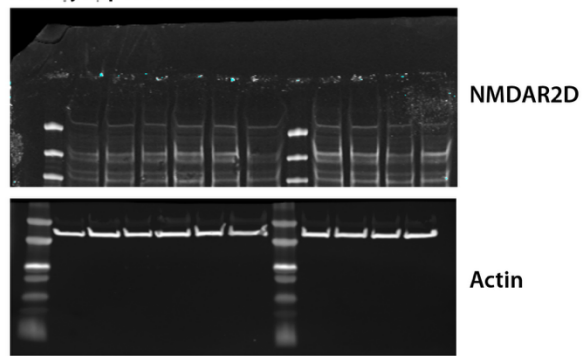

Synaptosomal fraction

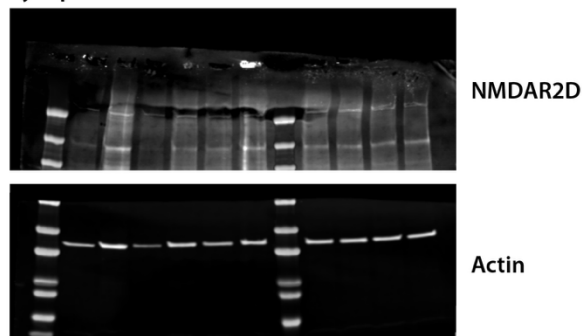

**Fig. S8. Uncropped western blot full scans.** Uncropped full scans of western blots from the corresponding cropped western blot panels shown in Figures 1 and 7.

## Supplementary tables

**Table S1. Absolute volumes derived from structural MRI analyses in homozygous mutant mice.** MRI analysis revealed significant increases in absolute brain size in different brain regions in homozygous mutant mice.

**Table S2. Relative Absolute volumes derived from structural MRI analyses in homozygous mutant mice.** Correction for absolute brain volume revealed significant changes in volume in different brain regions in homozygous mutant mice.

**Table S3. Absolute volumes derived from structural MRI analyses in heterozygous mutant mice.** Full list of absolute volume of all segmented brain regions.

**Table S4. Relative Absolute volumes derived from structural MRI analyses in heterozygous mutant mice.** Full list of relative volume of all segmented brain regions.

**Table S5. List of differentially expressed genes identified by bulk RNA-sequencing in neocortical samples.** Full list of gene expression changes in PND5 *Kdm5b*<sup>Δ/Δ</sup> neocortex.

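Table S5 gives, for each gene called by the authors with DESeq2, its NCBI Gene ID, its log2 fold change of mutant over WT neocortex with the standard error, and its adjusted p value. The copy read here holds 155 genes, all of which were among the genes tested here with edgeR. All 155 had the same sign in this test as in the table, and 29 of them also passed both thresholds here. No gene was called here that is not in the table.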

**Table S6. 

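The table on the hippocampus has the columns of table S5, with the fold change taken as mutant over WT hippocampus. Its 118 genes were all tested here with edgeR, all had the same sign, and 24 of them also passed both thresholds. No gene was called here that is not in that table.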

List of differentially expressed genes identified by bulk RNA-sequencing in hippocampal samples.** Full list of gene expression changes in PND5 *Kdm5b*<sup>Δ/Δ</sup> hippocampus.

**Table S7. Overlap of differentially expressed genes in the neocortex and hippocampus with the SFARI database.** Full list showing the extent of overlap between DEGs (FDR<0.05), and ASD-associated genes obtained from the SFARI human Gene database.

**Table S8. Overlap of differentially expressed genes in the neocortex and hippocampus with the ID PanelApp database.** Full list showing the extent of overlap between DEGs (FDR<0.05), and ASD-associated genes obtained from the ID PanelApp database.

**Table S9. Primer sequences.** Primers used for quantitative qPCR experiments as shown in Fig. S3.

**Table S10. CUT&Tag diffbind H3K4me3 enrichment (Wild-type vs mutant).** diffBind was used to identify gene TSS with significantly (FDR<0.05) altered enrichment between *Kdm5b*<sup>Δ/Δ</sup> and *Kdm5b*<sup>+/+</sup> mice.

**Table S11. Overlap of differentially expressed genes identified in the neocortex by bulk RNA-sequencing and those associated with significantly increased enrichment of H3K4me3 proximal to the TSS.** Full list showing the extent of overlap between neocortical DEGs (FDR<0.05), and genes with increased H3K4me3 at TSS identified by CUT&Tag sequencing.

**Table S12. Data values in tabular format.** Source data for figures 1, 2, 3, 7, 8 and supplementary figures 1, 2, 3 and 7.

**Table S13. SFARI genes.** Information retrieved from the SFARI database (accessed October 2025).

**Table S14. ID genes.** Information retrieved from the ID PanelApp database (accessed December 2022).

How the deposited data were processed for this re-analysis (not part of the article)

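RNA-seq counts from 16 libraries were analyzed, made from the neocortex and the hippocampus of *Kdm5b*Δ/Δ and WT mice at postnatal day 5, with 4 libraries per genotype and tissue (2 males and 2 females). The authors checked the paired reads with FastQC, aligned them to mm10 with RNA STAR 2.7.8a and counted them per gene with featureCounts 2.0.1. Each library's values are whole-number counts without normalization for genes given by NCBI Gene ID. The paper's text does not name the strandedness, the annotation or whether read pairs or single reads were counted. The share of even counts shows that mates were mostly counted separately, so a count stands for fewer fragments than its size, and all intervals cover counting error only. Libraries were grouped by the genotype, tissue and sex in their labels. The labels do not say whether libraries of the same number come from the same mouse, and the libraries were treated as unpaired. Symbols, positions and transcripts were taken from reference annotations of GRCm38, which left 1904 Gene IDs without a match; these were tested but not named.

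Each tissue was fitted alone in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by genotype with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest), and p values were adjusted over the tested genes by the Benjamini-Hochberg method. Thresholds were an adjusted p under 0.05 and an absolute log2 fold change over 0.263. Interactions of genotype with tissue and of genotype with sex were tested in the same way without a limit on the fold. CPM values were computed with the TMM factors. Gene lists with at least 5 tested genes were tested with camera from limma 3.58.1 with a preset correlation of 0.01, adjusted over 41 lists, and again with an estimated correlation and with fry. The overlap with SFARI genes was tested with a two-sided Fisher's exact test. The interval on a share is the exact Clopper-Pearson interval. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The procedure was tested on counts simulated from the libraries with known changes.

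The comparisons, the gene lists and most alternatives were set before the data were examined, with the paper's text, figures and tables already read. The lists on histone complexes and RNA processing were therefore written with the terms of Fig. 4 known. Those on protocadherins, germline genes, imprinted genes, collagens and interferon were also chosen after the paper's figure and tables had been read. The fold changes of the genes in tables S5 and S6 had been seen. Genes were named by a rule: every gene the paper names for these data in its text and in Fig. 4; in each tissue the 10 called genes with the largest positive and the 10 with the largest negative log2 fold change; up to 4 genes with the smallest p from each list described; the NMDA receptor and KDM5 genes; and up to 5 genes past the test of an interaction. Not every gene that this rule covers is reported here. *Adamts4*, *Gm16702*, *Zfp984*, *Cdk18*, *Sqor*, *Tagln2*, *Lgals1*, *Igf2* and *Col1a2* were named after their values were seen.

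The alternatives were DESeq2 1.42.0 with and without shrunken fold changes, other size factors (RLE and upper-quartile), a filter of at least 1 count in any sample or at least 10 counts in every sample, the replicate number as a block, sex as a covariate, all 16 libraries in 1 fit, limma-voom, no limit on the fold change, and leaving out each library in turn. Halved counts, the newer quasi-likelihood estimate of edgeR, the removal of each library's trend with transcript length and the tissue interaction without neocortical WT replicate 2 were added after the data were seen. Genotypes were also exchanged among the samples in all 35 possible ways. Gene Ontology terms were not available and were not used. The PanelApp list was available only in part and was not tested. Quantitative PCR, CUT&Tag and single-nucleus data were not analyzed here.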

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

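Of the tests in this part, only that of *Ptprv* without neocortical WT replicate 2 was chosen after the result was seen. In each group of 4 libraries, the library at either end was compared with the other 3 by Dixon's ratio for 25 measures. Of 100 groups, 4 held a library past the critical value, where chance gives about 1 in 20, or 5 of 100. The number of such groups is therefore not more than chance gives. The measures were taken on the same libraries, and the count does not say whether any single departure below is chance. No explanation was tested for them.

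The mean log2 deviation of choroid plexus markers was 4.19 in hippocampal mutant replicate 4 and -0.57 to -0.18 in the other hippocampal mutants. That of striatal neuron markers was 0.20 in the same library and -0.24 to -0.17 in the others. For erythrocyte markers, it was -0.55 in hippocampal mutant replicate 1 and 0.61 to 0.79 in the other hippocampal mutants. For microglia markers, it was 0.0218 in neocortical mutant replicate 3 and 0.28 to 0.33 in the other neocortical mutants.

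*Ptprv* passed edgeR's test of a difference between the tissues, a count of 1 gene for which chance could not be excluded (another split gave 17). Its log2 fold change was 2.00 in the neocortex (standard error 0.41, adjusted p = 0.131 from edgeR's quasi-likelihood test) and -1.86 in the hippocampus (standard error 0.22, adjusted p = 0.00919), and the difference of hippocampus minus neocortex was -3.83 (standard error 0.44, adjusted p = 0.00214 from the interaction term). In both tissues, all 4 mutants lay beyond all 4 WT libraries, in opposite directions. Without neocortical WT replicate 2, the difference was -3.87 (adjusted p = 0.00535), and with the replicate number as a block it was -3.79 (adjusted p = 0.0513). In DESeq2 it was -3.87 (adjusted p = 1.80e-11), and with RLE size factors in edgeR it was -3.85 (adjusted p = 0.00246). The gene was at 0.136 ± 0.0560 CPM in the WT neocortex (SD, n = 4).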

How the results depend on the processing

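Of the tests in this part, halved counts, the newer quasi-likelihood estimate, the removed length trend and the tissue interaction without neocortical WT replicate 2 were chosen after the data were seen. For the results below, the cause of a change was not tested unless it is given.

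The number of differentially expressed genes depended on the tool. DESeq2 called 179 genes in the neocortex and 164 in the hippocampus, and 157 and 119 with shrunken fold changes. All 29 and 24 genes of the edgeR test were among them. In DESeq2, 4 SFARI genes were called in each tissue, and with shrunken fold changes 4 and 3. Within 10 Mb of *Kdm5b*, DESeq2 called 13 and 10 genes, and 12 and 8 with shrunken fold changes. DESeq2 called 50 shared genes, 3 genes with an interaction of genotype and tissue, and 3 and 62 genes with an interaction of genotype and sex. edgeR called 0 genes for the latter in either tissue (457 and 1501 genes at an unadjusted p under 0.05). In simulated counts, edgeR's test of that interaction recovered 0 of 66 genes changed 2-fold in the neocortex and 36.4% of 66 in the hippocampus. A count of 0 therefore does not show that the effect of genotype is the same in both sexes. In all 16 samples in 1 fit, 52 genes were called in the neocortex (7 near *Kdm5b*), and 2 SFARI genes in the hippocampus, as with sex as a covariate. With at least 10 counts in every sample, 2 genes near *Kdm5b* were called in the neocortex and 0 genes had a tissue interaction, since fewer genes were tested. With the length trend removed, 71 genes were called in the neocortex. RLE and upper-quartile size factors, limma-voom, halved counts and the newer estimate gave 27 to 32 genes in the neocortex and 22 to 26 in the hippocampus. With an estimated correlation, 0 lists passed in either tissue, and by fry 2 and 0.

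The replicate numbers do not pair the libraries throughout. Correlations of the deviations from the group mean between same-numbered WT and mutant libraries were 0.04 to 0.24 in the neocortex, where 3 of 4 pairs were each other's highest, and 0.05 to 0.12 in the hippocampus, where 0 of 4 did. Between the tissues, they were 0.09 to 0.19 in WT mice (3 of 4) and 0.05 to 0.18 in mutants (2 of 4). With the replicate number as a block, 5 genes were called in the neocortex (2 near *Kdm5b*), 18 in the hippocampus, 2 in both, and 0 had a tissue interaction.

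Leaving out 1 library at a time, 4 to 746 genes were called in the neocortex, 62.5% to 85.7% of them higher, with 1 to 63 SFARI genes, 1 to 21 genes near *Kdm5b* and 10 to 24 lists. The highest counts of genes and the lowest of lists came without WT replicate 2; without each of the others, 4 to 11 genes were called, 1 or 2 of them near *Kdm5b*. In the hippocampus, 8 to 35 genes were called, 50% to 85.2% of them higher, and 11 to 20 lists passed, with 8 genes without WT replicate 3 or 4, 15 without mutant replicate 1, and 11 lists without WT replicate 2. Shared genes were 21 without neocortical WT replicate 2, 2 to 6 without each other neocortical library, and 4 and 5 without hippocampal WT replicates 3 and 4. The tissue interaction without neocortical WT replicate 2 called 2 genes.

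Of the genes named, the direction changed only for NMDA receptor genes, KDM5 genes and *Kdm1a*, none of them called in either direction under the setting that changed it. In the neocortex, *Grin2a* turned to 0.00585 with upper-quartile size factors, 0.21 with the block, 0.0211 with sex as a covariate and 0.31 with limma-voom. *Grin2b* turned to 4.21e-04 with the block and 0.0201 with limma-voom, *Kdm5c* to 0.0147 and 0.0179, and *Kdm5d* to -0.29 with limma-voom. In the hippocampus, *Kdm1a* turned to 3.92e-04 with upper-quartile size factors, 0.00153 and 6.15e-04 with the filters of 1 and 10 counts, and 0.00398 in all 16 samples in 1 fit. *Kdm5c* turned to 5.82e-04 with upper-quartile size factors, 9.16e-04 with the filter of 1 count, 0.00752 with the block, 0.00756 with sex as a covariate, 0.00437 in all 16 samples in 1 fit and 0.00570 with limma-voom. *Grin3b* turned to -0.0360 with the block, -0.0229 with sex as a covariate and -0.0369 with limma-voom, and *Kdm5d* to 1.26 with limma-voom. Without 1 library, the log2 fold change in the neocortex ranged from -0.37 to 0.16 for *Grin2a*, -0.40 to 0.00555 for *Grin2b*, -0.0107 to 0.39 for *Grin3a*, -0.10 to 0.21 for *Grin3b*, -0.20 to 0.0313 for *Kdm5a*, -0.25 to 0.0819 for *Kdm5c* and -0.59 to 1.29 for *Kdm5d*. In the hippocampus, it ranged from -0.0181 to 0.22 for *Grin2a*, -0.11 to 0.18 for *Grin3b*, -0.0166 to 0.0233 for *Kdm1a*, -0.0724 to 0.0884 for *Kdm5c* and -0.79 to 0.65 for *Kdm5d*.

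Other groupings of the same samples were counted over all 35 splits. The real grouping gave the most called genes of all splits for the 29 neocortical genes, and 1 split, the real one, reached that count. The highest of the other splits was 5, given by the split by sex and by another split. The 746 genes without neocortical WT replicate 2 were also the most of all splits (highest of the others 9). A rank of 1 in 35 is the best that this test can give, and it was not corrected for the other results ranked. The splits ignore the replicate numbers. With these as a block, 5 neocortical genes were called, but the other splits were not fitted with a block, so that count cannot be ranked among them. Chance is therefore argued against for these 2 counts but not excluded. For counts among the called genes, the splits decide nothing, since 32 of the 34 other splits called 0 genes in the neocortex with edgeR and 31 of 34 in the hippocampus, which fixes such counts at 0. These are the neocortical SFARI gene (1 against 0), the genes near *Kdm5b* (4 against 0 in the neocortex and 4 against 2 in the hippocampus) and the 12 shared genes (5), where 33 of 34 splits called 0 genes in a tissue. The 5 shared genes came from the split by sex, the only other split with calls in both tissues. Chance could not be excluded for the 24 hippocampal genes, where another split called 102 (2 splits reached the real count). That split, of WT replicates 1, 3 and 4 and mutant replicate 4 against the rest, points to a structure of the hippocampal samples other than genotype. Among the marker lists, meningeal fibroblast markers divided the libraries in the same way. Their mean log2 deviation was 0.0128 to 0.45 in that group and -1.01 to -0.69 in the rest. Whether such cells account for the split was not tested. The split by sex called 19. Nor could chance be excluded for the lists (21 against 22 in the neocortex, reached by 6 splits, and 19 against 21 in the hippocampus), the hippocampal SFARI gene (1 against 5, reached by 3 splits) or the tissue interaction (1 against 17). The median of the other 34 splits was 13 lists in the neocortex and 11 in the hippocampus at camera's preset correlation. In simulated counts, 0 of 67 genes changed 1.2-fold were recovered in the neocortex and 10.4% in the hippocampus, so changes of that size are mostly not detectable with these libraries.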

Differences from the paper's values

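All tests in this part were set before the data were examined, except the count of shared genes with shrunken fold changes. At the paper's thresholds, the paper's count of differentially expressed genes is 156 in the neocortex, against 29 from edgeR, and 118 in the hippocampus, against 24. Of the 19 alternatives compared for each tissue, 2 gave a count within 1.5 times the paper's, DESeq2 (179 and 164) and DESeq2 with shrunken fold changes (157 and 119). The other 17 did not. The paper's methods name DESeq2. With shrunken fold changes, DESeq2 called all 155 genes of the copy of table S5 and all 118 of table S6, and edgeR without neocortical WT replicate 2 called 152 of the 155 among 746. The paper's count of shared genes is 44, against 12 from edgeR. Of 21 alternatives, DESeq2 (50) came within 1.5 times of it and the other 20 did not; DESeq2 with shrunken fold changes, counted after the values were seen, gave 45.

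The log2 fold changes of table S5 differ from those of edgeR for the following genes of the neocortex, with the paper's value given first: 0.40 and 0.55 for *Grin2d*, -0.87 and -0.98 for *Mcm6*, 0.88 and 1.22 for *Cpne9*, 0.78 and 0.95 for *Stat6*, 0.80 and 1.09 for *Slc5a5*, 0.79 and 3.87 for *Ren1*, 0.72 and 1.04 for *Col11a2*, 0.71 and 1.17 for *Stat4*, -0.71 and -0.89 for *Dynlt1b*, -0.74 and -1.10 for *Tdrd1*, 0.34 and 0.49 for *Sgsh*, -0.36 and -0.90 for *Asb14*, 0.66 and 0.98 for *Pidd1*, 0.51 and 1.10 for *Hpdl* and 0.35 and 0.50 for *Crb2*. In the hippocampus, the paper's value in table S6 and that of edgeR were -0.60 and -0.69 for *Mcm6*, 0.37 and 0.56 for *Slc7a3*, 0.79 and 3.56 for *Ren1*, 0.79 and 1.11 for *Slc5a5*, -0.55 and -0.69 for *Tmem181b-ps*, -0.51 and -0.68 for *Dynlt1b*, 0.57 and 0.77 for *Ndn*, 0.60 and 0.85 for *Pcdhga9*, 0.60 and 1.10 for *Gm14403*, 0.54 and 0.77 for *Pcdhga2*, 0.28 and 0.40 for *Syt17*, -0.30 and -0.49 for *Esco2* and -0.31 and -0.54 for *Mid1*. For each of these genes, the value of DESeq2 with shrunken fold changes fell within the paper's. Of the 18 alternatives (17 for *Ren1*), no other did, except for *Grin2d* (3 in all), *Sgsh* (3) and *Crb2* (6) in the neocortex and *Slc7a3* (2), *Tmem181b-ps* (2), *Syt17* (7) and *Mid1* (2) in the hippocampus, where fits that leave out 1 library or the fit of all 16 libraries also did. The paper's errors are the standard errors of its tables.

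The paper's text gives *Slc7a3* as lower in mutants. It was higher in both tissues here (log2 fold change 0.36 and 0.56), as in the paper's tables S5 and S6 (0.30 and 0.37). *Slc7a3* and neocortical *Grin2d*, which the paper calls, were not called with edgeR and were called with DESeq2. The paper names histone complexes among the lowered groups. At camera's preset correlation, the MLL1/2 H3K4 methyltransferase complexes did not pass in either tissue (adjusted p = 0.519 and 0.0621). The NuA4 histone acetyltransferase complex passed in the neocortex (0.00675) and did not pass in the hippocampus (0.0621). The difference between the tissues was not tested for these lists, and neither passed in either tissue with an estimated correlation. The paper gives shares of up-regulated genes of 88% and 85% in its text, and the copies of its tables hold 142 higher genes of 155 (91.6%) and 105 of 118 (89.0%).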

Other observations

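Of the tests in this part, those of the genes near *Kdm5b* by windows elsewhere, by distance between 1 and 10 Mb and by sign were chosen after the result was seen. The same holds for those on library size, the genotype label and transcript length as the whole departure of neocortical WT replicate 2. It holds as well for the comparisons of that library's GC content and marker lists with the range of the other libraries. The comparison of females with the male replicate 2 libraries of each tissue was also chosen then. The count of called genes within 10 Mb of *Kdm5b* was set before the data were examined. By then, the paper's tables had shown several genes of chromosome 1 among its top changes.

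Called genes lay near *Kdm5b* more often than elsewhere. Within 10 Mb, 4 of the 29 neocortical genes (*Cdk18*, *Chil1*, *Mcm6* and *Ren1*; 132 genes tested there, p = 6.36e-05 from Fisher's exact test) and 4 of the 24 hippocampal genes (*Chil1*, *Mcm6*, *Ptprv* and *Ren1*; p = 2.81e-05) were called. Without any 1 neocortical library other than WT replicate 2, 1 or 2 of the 4 neocortical genes, and no other gene, were called there, and without WT replicate 3 the test did not pass (1 gene, p = 0.0590 from Fisher's exact test). Without WT replicate 2 there were 21 (p = 2.22e-07 from Fisher's exact test). Such a count was rare elsewhere: 80 of 16701 windows (0.479%) held as many neocortical genes, with 4 as the highest count. The windows overlap, and the place was chosen after the paper's called genes had been seen, so this share does not exclude chance placement. An effect on immediate neighbours only is argued against, since called genes were also over-represented between 1 and 10 Mb in the neocortex (p = 5.78e-04 from Fisher's exact test). Variants of another strain, if carried along with the targeted segment, may change these genes. Whether the mutants carry such variants was not tested, and the paper gives their background as C57BL/6J. Of the 5 genes called in either tissue, 4 had the same sign in both, and *Ptprv* did not. Linked variants, if present, and an effect of the *Kdm5b* mutation on these genes cannot be told apart, because all mutants share the targeted allele. This limit covers *Mcm6*.

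Neocortical WT replicate 2 stood apart from the other 7 neocortical libraries. The SD of its log2 deviation over genes was 0.589, against 0.332 to 0.371 in the others. A library size outside the others' range is argued against (75.4 M counts, with M for mega, against 63.8 to 85.9 M), as is a mutant labelled as WT, since its *Mcm6* was at 29.8 CPM (27.6 to 30.4 in the other WT libraries and 14.0 to 15.8 in mutants). The correlation of its deviation with GC content across genes (Spearman's rho 0.18) lay inside the others' range of -0.16 to 0.21, which argues against GC content as what sets it apart, although it exceeded the bound of 0.1 set beforehand. The correlation with transcript length was -0.63, against -0.24 to 0.20, so a bias with length may be part of the departure. Genes are not independent replicates in these correlations. Length is not the whole of it, since the SD after the length trend was removed was 0.472, against 0.302 to 0.354 in the others. Cells of another type stay open. The list furthest from 0 was that of meningeal fibroblasts, with all 14 markers higher than the mean of the other WT libraries (median log2 deviation 0.94, and 0.82 after the length trend), 6 of which are also in another list. This median exceeded the bound of 0.5 set beforehand for such cells, but so did a list in 6 of the other 7 libraries (meningeal fibroblast markers at 0.59 in WT replicate 1 and -0.63 in WT replicate 4, and choroid plexus markers at 1.45 in WT replicate 3 and 1.02 in mutant replicate 3, among others). The list's mean of 0.62 lay inside the others' range of -0.59 to 0.75, and its most abundant markers did too (*Igf2* at 142 CPM, against 64.1 to 187, and *Col1a2* at 40.4, against 23.7 to 56.3). Of its 14 markers, 6 were above the range of all other libraries, all among the 8 in no other list, while 32.0% of all genes tested were above it in this library. Of 17 marker lists, 6 had a mean outside the others' range, where chance gives 4.25. No biological explanation was tested, since the design gives none for a single library. The departure matters because 746 genes were called without this library.

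Genes of the neocortex were higher in the hippocampus of females. Over the 100 genes with the highest ratio of neocortex to hippocampus among males, the median log2 difference of female minus male hippocampus was 0.51 (93 of 100 genes higher in females), but the choice of the genes on the same male libraries adds to it. In a second comparison, the genes were chosen from the male replicate 1 libraries of both genotypes, and the females were compared with the male replicate 2 libraries. The median was then 0.42 (87 higher), and for the 100 genes with the opposite ratio it was -0.33 (90 lower). A sex difference of these genes in both tissues is argued against, since the median in the neocortex was -0.00298 (49 of 100 higher). It was 0.0419 in the second comparison. Neocortical tissue in the dissected hippocampus of females may explain the pattern, but this stays open, since the 0.42 lies under the bound of 0.5 set beforehand. A sex difference in the hippocampus alone stays open and was not tested, since all 4 female libraries show the pattern. It was stronger in WT females (median 0.64 and 0.74 above the male mean) than in mutant females (0.35 and 0.45), so it can add to the differences between genotypes in the hippocampus.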
